# Heterogeneous Macrophage Activation in Acute Skeletal Muscle Sterile Injury and *mdx^5cv^* Model of Muscular Dystrophy

**DOI:** 10.3390/ijms26168098

**Published:** 2025-08-21

**Authors:** Xingyu Wang, Justin K. Moy, Yinhang Wang, Gregory R. Smith, Frederique Ruf-Zamojski, Pawel F. Przytycki, Stuart C. Sealfon, Lan Zhou

**Keywords:** inflammation, macrophages, muscle injury, muscular dystrophy

## Abstract

Monocytes/macrophages promote the repair of acutely injured muscle while contributing to dystrophic changes in chronically injured muscle in Duchenne muscular dystrophy (DMD) patients and animal models including *mdx* and *mdx^5cv^* mice. To elucidate the molecular mechanisms underlying this functional difference, we compared the transcriptomes of intramuscular monocytes/macrophages from *wild-typed* (*WT*) uninjured muscles, *WT* acutely injured muscles, and *mdx^5cv^* dystrophic muscles, using single cell-based RNA sequencing (scRNA-seq) analysis. Our study identified multiple transcriptomically diverse monocyte/macrophage subclusters, which appear to be induced by the intramuscular microenvironment. They expressed feature genes differentially involved in muscle inflammation, regeneration, and extracellular matrix (ECM) remodeling, but none of them conform to strict M1 or M2 activation. The Gpnmb^+^Spp1^+^ macrophage subcluster, an injury-associated subcluster that features the signature genes of reported scar-associated macrophages (SAMs) involved in ECM remodeling and fibrosis, is present transiently in acutely injured muscle and persistently in chronically injured dystrophic muscle, along with the persistence of monocytes. Our findings suggest that the persistent monocyte/macrophage infiltration and activation induced by continuous injury may underlie the pathogenic roles of macrophages in *mdx^5cv^* muscles. Controlling muscle injury and subsequent macrophage infiltration and activation may be important to the treatment of DMD.

## 1. Introduction

Skeletal muscle injury can be acute or chronic. Acute injury, caused by trauma or myotoxin exposure, usually repairs well with no or limited residual damage. Chronic injury, however, is usually associated with a chronic muscle disease, such as Duchenne muscular dystrophy (DMD), which cannot be completely repaired, as the muscle injury is caused by genetic defects in the dystrophin gene that leads to sarcolemma leakage, myofiber necrosis, chronic inflammation, and fibro-fatty tissue replacement [1]. Skeletal muscle injury repair is complex, involving inflammation, regeneration, and extracellular matrix (ECM) remodeling [2,3,4]. The inflammatory response, triggered by muscle injury, is predominated by monocyte/macrophage infiltration, which is one of the main determinants of injury repair outcomes [2,5,6,7].

Macrophages are heterogeneous and multi-functional cells, which can arise from both embryonic and postnatal hematopoiesis. Besides their originally identified roles in the activation and resolution of tissue inflammation, macrophages actively participate in multiple biological processes involved in tissue injury and repair [8,9,10,11,12]. Macrophages have been identified in both steady-state and injured skeletal muscles [13]. During acute skeletal muscle injury, blood Ly6C^hi^ inflammatory monocytes are quickly recruited, via CC chemokine receptor 2 (CCR2) signaling, by injured muscle where they differentiate into infiltrating macrophages [14,15]. Both resident and infiltrating macrophages are essential for the complete repair of acutely injured muscle, as depleting resident macrophages or blocking inflammatory monocyte recruitment compromises muscle regeneration [15,16,17]. In contrast, infiltrating macrophages are largely pathogenic which promote muscle fibrosis in chronically injured dystrophic muscles of *mdx* and *mdx^5cv^* mice [18,19], the mouse models of DMD, which is an X-linked lethal disease [20]. The molecular basis underlying the distinct roles played by macrophages in acutely and chronically injured muscles is not well understood. Elucidating such mechanisms would help guide the therapeutic manipulation of macrophages to promote skeletal muscle injury repair.

In the present study, we performed single cell-based RNA sequencing (scRNA-seq) to compare the transcriptomes of macrophages derived from uninjured and acutely injured muscles of *wild-typed* (*WT*) mice and those from chronically injured muscles of *mdx^5cv^* mice at 14 weeks of age. Our data showed that monocytes/macrophages expanded dramatically in response to skeletal muscle injury, and they were the predominant inflammatory cells in injured muscles. Multiple transcriptomically diverse monocyte/macrophage subclusters co-existed in each injured muscle sample. The monocyte, pro-inflammatory macrophage, and Gpnmb^+^Spp1^+^ macrophage subclusters appeared injury-associated, as they were barely detectable in uninjured muscle, but their fractions increased dramatically in injured muscles. The TLF^+^ (Timd4^+^ and/or Lyve1^+^ and/or Folr2^+^), MHCII^hi^, and interferon (IFN)-responsive macrophage (IFNRM) subclusters were present in both injured and uninjured muscles. Both Ly6C^hi^ and Ly6C^lo^ monocytes/macrophages were heterogeneous, containing different subclusters. None of these subclusters, however, conformed to strict M1 or M2 activation, based on their gene expression profiles. They differentially expressed genes involved in inflammation, regeneration, and extracellular matrix (ECM) remodeling. The Gpnmb^+^Spp1^+^ subcluster, featuring signature genes of scar-associated macrophages (SAMs) involved in ECM remodeling and fibrosis, was present in both acutely and chronically injured muscles, but only transiently in the former. Monocytes were also present transiently in acutely injured muscles but persistently in *mdx^5cv^* muscles. Our findings, in line with other published ones, suggest that persistent monocyte/macrophage infiltration and activation induced by chronic muscle injury appears to be the main factor that underlies the pathogenic function of macrophages in dystrophic muscles of *mdx^5cv^*.

## 2. Results

### 2.1. Intramuscular Monocytes/Macrophages Expand Dramatically in Injured Skeletal Muscle

Monocyte/macrophage infiltration predominates inflammatory response to both acute and chronic skeletal muscle injuries. In acutely injured muscle, Ly6C^hi^ inflammatory monocytes are recruited via CCR2 signaling, peaking at day 1 post injury (dpi) [14]. Within injured muscle, they differentiate into Ly6C^hi^ macrophages, phagocytose damaged tissues, and then switch into Ly6C^lo^ macrophages [14]. The number of Ly6C^lo^ macrophages and the number of total macrophages peak at 3–4 dpi [14,21]. Accompanying the Ly6C^hi^-to-Ly6C^lo^ switch, infiltrating macrophages undergo a drastic phenotype switch from pro-inflammatory to anti-inflammatory/pro-regenerative to support injury repair [11,14,21,22,23,24,25,26,27]. In chronically injured muscles associated with dystrophin deficiency in *mdx^5cv^* mice, muscle necrosis and inflammation start around 3 weeks of age, with both inflammation and fibrosis present at 14 weeks of age and persistent inflammation and progressive fibrosis mainly in the diaphragm afterwards [19,28]. To explore the molecular mechanisms underlying the functional differences in macrophages between acutely and chronically injured muscles, we performed scRNA-seq using single cell suspensions prepared from *WT* quadriceps 1 day and 3 days after barium chloride (BaCl_2_)-induced acute injury, quadriceps and diaphragm muscles of *mdx^5cv^* mice, and uninjured control quadriceps and diaphragm muscles of *WT* mice, all at 14 weeks of age. The single cell suspensions contain mononuclear cells but not myofibers, as polynuclear myofibers cannot be included due to their large size. Each sample was pooled from five male mice to minimize individual variations. 

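The libraries of quadriceps at 1 and 3 days post-injury were re-analysed, and the other samples were not used here. Wild-type mice were 14 weeks old, and injury was induced by intramuscular injection of 100 µL of 1.2% BaCl2. Each time point had 1 library, pooled from 5 mice, so there are no replicates, and neither a test nor a p-value is given. The authors deposited the raw UMI counts per gene and barcode, without normalization and without a call of cells. The counts summed to 74852240 UMIs on day 1 and to 102565783 UMIs on day 3. The list of possible barcodes was far longer on day 3 than on day 1. The paper names a single chemistry for library construction, but chip kits of different versions, without saying which served which library. Library chemistry may therefore differ as well and is confounded with the day. Every ratio of day 3 over day 1 may hold such a difference. The expression level of a gene is given as its UMIs per 1000000 UMIs (CPM), both summed over the cells of a group. Values in parentheses are 95% confidence intervals (CI), exact Poisson for CPM and Clopper-Pearson for shares of cells. They cover counting error only, not the variation between mice or libraries.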

All six samples were analyzed simultaneously (see Table S1 for quality control).

After filtering out the cells of low quality and the genes with zero read count [29], we obtained reads of 16,766 genes from 3814 cells of *WT* quadriceps, 17,677 genes from 6988 cells of *WT* diaphragm, 18,398 genes from 6302 cells of *mdx^5cv^* quadriceps, 18,152 genes from 6089 cells of *mdx^5cv^* diaphragm, 19,231 genes from 6813 cells of day 1 quadriceps, and 20,942 genes from 4875 cells of day 3 quadriceps for analysis. 

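In the re-analysis, the 7367 barcodes with the most UMIs on day 1 and the 6640 on day 3 were taken as cells, the numbers of cells in Table S1. They had from 527 to 147182 UMIs on day 1 and from 1302 to 108035 on day 3. Cells with fewer than 200 genes, fewer than 1000 UMIs or more than 7.5% mitochondrial UMIs were left out. The mitochondrial limit was exceeded in 517 cells of day 1, or 7.02%, and in 2013 cells of day 3, or 30.3%. There remained 6735 cells of day 1 with UMIs of 19227 genes and 4627 cells of day 3 with UMIs of 20923 genes. Doublets were not removed. The automatic threshold of Scrublet marked 2 cells of day 1, or 0.0297%, and 0 of day 3, which is too few for the method to have worked.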

The automated annotation of main cell types was performed using SingleR with the ImmGen reference set [30,31]. 

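Both injured quadriceps libraries were normalized together with SCTransform, and clustering on the top 10 principal components (PCs) at a resolution of 0.8 gave 15 clusters. A cluster took the name of a cell type from a list of marker genes fixed in advance, none of which was used for clustering. Without a name stayed 940 cells of day 1, or 14.0%, and 459 cells of day 3, or 9.92%. A group of these, led by *Ccl3* and *Il23a*, had few UMIs per cell and resembled neutrophils most. Another, led by *Plac8*, *Ifitm6*, *Ly6c2* and *Mmp8*, expressed markers of both monocytes/macrophages and neutrophils. The monocyte/macrophage-like clusters were led by *Gpnmb*, *Ppbp*, *Ifit2*, *Dmkn*, *Serpinb2* and *Cd163*, and the heat shock genes *Hspa1a* and *Hspa1b* were among the leading genes of the last. With 1 library per condition, a cluster mostly of 1 library may be that library and not a type: the *Gpnmb*-led cluster held 23 cells of day 1 and 1303 of day 3, and the *Ppbp*-led cluster 1317 and 5.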

Multiple clusters resembling different cell types, including monocytes/macrophages, were identified from each sample (Figure 1A). The proportion of monocytes/macrophages was very low in uninjured *WT* quadriceps and diaphragm but was markedly increased in all injured muscle samples (Figure 1B). They became the largest cell population in acutely injured quadriceps and in *mdx^5cv^* quadriceps (Figure 1B). 

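Monocyte/macrophage-like cells made up 46.7% (95% CI 45.5 to 47.9) of the cells on day 1 and 54.0% (95% CI 52.6 to 55.5) on day 3, the largest share of any named type in either library. Neutrophil-like cells were next on day 1 with 20.2% (95% CI 19.2 to 21.2), and made up 1.75% (95% CI 1.39 to 2.17) on day 3. The direction between the days for monocyte/macrophage-like cells changed with another call of cells. When only barcodes with at least 10% of the 99th percentile of UMIs were taken as cells, the monocyte/macrophage-like share was 64.2% on day 1 and 46.7% on day 3. Unnamed cells then made up 12.3% and 22.8%, against 14.0% and 9.92% with the main call. Clusters of day 3 that lost their name may therefore account for part of this change, which was not tested.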

We next determined the density of intramuscular monocytes/macrophages by flow cytometry (FACS) analysis. Intramuscular monocytes/macrophages were identified as CD45^+^CD64^+^F4/80^+^ cells (Figure 1C). The density was calculated based on the percentage of monocytes/macrophages to the total intramuscular single cells, total number of intramuscular single cells, and mass of whole muscle. Monocyte/macrophage density was markedly increased in all injured muscles compared to uninjured controls (Figure 1D), with the highest density observed in *WT* quadriceps at 3 dpi (Figure 1D), consistent with previous reports [14,21].

### 2.2. Transcriptomically Diverse Subclusters of Monocytes/Macrophages Co-Exist in Normal and Injured Skeletal Muscles

We next addressed the differences in the transcriptome diversity of monocytes/macrophages in uninjured, acutely injured, and chronically injured muscles. To this end, the transcriptome data of the monocyte/macrophage cell populations was selected for comparisons. 

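Monocytes/macrophages were selected in the re-analysis from 3145 monocyte/macrophage-like cells of day 1 and 2500 of day 3. A cell was kept when its log-normalized *Adgre1* and *Fcgr1* were each at least 1 and it had no UMI of *Pdgfra* or *Ly6a*. This kept 1200 cells of day 1, or 38.2% (95% CI 36.5 to 39.9), and 932 cells of day 3, or 37.3% (95% CI 35.4 to 39.2). The level of *Adgre1* was too low in 52.4% of the cells on day 1 and in 16.4% on day 3, while a UMI of *Ly6a* was present in 4.04% and 27.4%. The median depth of the selected cells was 11622 UMIs on day 1 and 16142.5 on day 3.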

Monocytes/macrophages were very few in uninjured muscles and their numbers were too low for reliable analysis (*WT* quadriceps: 83 cells; *WT* diaphragm: 61 cells). We therefore replaced the *WT* data generated by this whole-muscle scRNA-seq study with the *WT* data derived from our previously published monocyte/macrophage scRNA-seq study identifying resident macrophages in uninjured skeletal muscles (GEO: GSE142480) [13]. Inclusion of this dataset also provides a reference for analyzing the resident macrophage population in injured skeletal muscles. The two sets of scRNA-seq data were first integrated to correct batch differences, and the subclusters of monocytes/macrophages with different transcriptomes were then analyzed.

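After a new normalization of the selected monocytes/macrophages from both injured quadriceps libraries, clustering gave 8 subclusters. Names were given by lists of markers from Table S2, leaving out nearly all genes that the text names for a subcluster. A subcluster led by *Gpnmb*, *Fabp4* and *Syngr1* was named Gpnmb+Spp1+-like, a subcluster led by *Ifi213*, *Ighm* and *Plac8* IFNRM-like, and a subcluster led by *Pclaf* and *Top2a* proliferating-like. A pair of subclusters was named pro-inflammatory-like, led by *Ppbp*, *Csta2* and *Arg1* or by the hemoglobin gene *Hbb-bs* and *Sdc1*. The remaining cells, 69.8% on day 1 and 12.1% on day 3, stayed unnamed because another list had more markers among their leading genes. Among these, an *S100a9*-led subcluster held 329 cells of day 1 and 39 of day 3, an *Areg*-led subcluster 319 and 16, and a *Vcam1*-led subcluster, with *Cd163*, *Hspa1a* and *Hspa1b*, 189 and 58. The list that fitted best was the pro-inflammatory list for the former pair and the TLF+ list for the *Vcam1*-led subcluster. Counting these best matches with the named subclusters, those closest to the pro-inflammatory list held 81.0% of the monocytes/macrophages on day 1 and 17.6% on day 3. These shares are not counts of pro-inflammatory cells. Only 3 of the 932 monocytes/macrophages of day 3, against 815 of the 1200 of day 1, had their highest marker score for that list.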

Our analysis generated seven subclusters (Figure 2A,B). The top 50 differentially expressed genes (DEGs) of each subcluster were listed in Table S2, and a complete list of all DEGs of each subcluster was provided in Data S1. Among the seven subclusters, three were primarily present in the injured muscle samples, as they were minimally present in the two uninjured muscle samples, including a subcluster resembling Ly6C^hi^ monocytes featuring high expressions of *Plac8*, *Ly6c2*, and *Ccr2*, a pro-inflammatory macrophage subcluster featuring high expressions of pro-inflammatory genes, and a Gpnmb^+^Spp1^+^ macrophage subcluster featuring the signature genes of reported scar-associated macrophages (SAMs) [32,33,34] (Figure 2A–D, Table S2, and Data S1). 

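In the re-analysed injured quadriceps, no subcluster took the name of monocytes. The cells whose highest marker score was that of monocytes, 105 on day 1 and 118 on day 3, were therefore examined as monocyte-scored cells. Of these, 12 on day 1 and 67 on day 3 lay in the IFNRM-like subcluster, so these groups share cells wherever both are given. Their level of *Plac8*, itself a marker of that list, was 465 CPM (95% CI 427 to 504) on day 1 and 703 CPM (95% CI 658 to 751) on day 3. *Plac8* reached 1003 CPM (95% CI 897 to 1118) and 644 CPM (95% CI 613 to 677) in IFNRM-like cells, against 63.4 CPM (95% CI 55.9 to 71.6) and 52.0 CPM (95% CI 41.7 to 64.1) in pro-inflammatory-like cells. With all cells of the monocyte/macrophage-like clusters, the CPM of Plac8 in IFNRM-like cells, day 1, was 2287, and at a resolution of 0.4 it was 198, the alternatives that moved it most. The *Plac8*-led cluster that was left unnamed among all cells had 2266 CPM of *Plac8*, 674 CPM of *Ly6c2* and 635 CPM of *Ccr2* on day 1, and 1899, 710.3 and 713 CPM on day 3. It held 223 cells of day 1 and 285 of day 3, none of which was counted among the monocytes/macrophages.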

DEGs of the pro-inflammatory subcluster were highly enriched in genes involved in inflammation, as 14 out of top 20 DEGs were inflammatory genes, including *Cxcl3*, *Il1b*, *Arg1*, *Cxcl1*, *Thbs1*, *Ppbp*, *Clec4e*, *Ptgs2*, *Cd14*, *Ier3*, *Ccl2*, *Ccl6*, *Ccl7*, *Chil3*, and *Il1a* (Table S2). 

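Over all selected monocytes/macrophages, each of these 15 genes had a lower level on day 3 than on day 1. The paper picked these genes from data that hold both libraries. Its pro-inflammatory subcluster made up 87.4% of the monocytes/macrophages on day 1 and 2.34% on day 3, so a fall was largely built into the list. The log2 ratio of CPM, day 3 over day 1, was -6.89 (95% CI -7.04 to -6.75) for *Cxcl3*, listed as ENSMUSG00000029379, -6.57 for *Il1a* and -6.00 for *Ppbp*. It was closest to 0 for *Ccl7*, at -1.60 (95% CI -1.62 to -1.57). The level of *Cxcl3* was 3065 CPM (95% CI 3037 to 3093) on day 1 and 25.8 CPM (95% CI 23.4 to 28.4) on day 3, and that of day 1 was 2789 CPM in pro-inflammatory-like, 4878 in *Areg*-led and 569 in IFNRM-like cells. With all cells of the monocyte/macrophage-like clusters, the log2 ratio of CPM of Cxcl3, day 3 over day 1, all monocytes/macrophages, was -7.37, the alternative that moved it most. The median log2 ratio of the 5521 genes with at least 500 UMIs was 0.21, and no ratio was shifted by it. For comparison, the median log2 ratio of the 15 genes was -3.40 in monocytes/macrophages, -2.82 in dendritic cell-like cells and -2.27 in fibroblast/FAP-like cells; the last were mostly of different clusters on the days, and in them macrophage RNA at the share that naming markers allow would make up at least 50% of the day 1 level of 9 of the 15 genes. The genes with the lowest ratios of all were *Cxcl3*, *Il1a*, *Serpinb2*, *Bcl2a1a* and *Ccl24*, the last at -6.09 (95% CI -6.37 to -5.83). *Arg1* (-4.89), *Cxcl1* (-3.51), *Thbs1* (-2.92), *Clec4e* (-3.40), *Ptgs2* (-3.72), *Cd14* (-3.29), *Ier3* (-2.61), *Ccl2* (-2.32), *Ccl6* (-3.40) and *Chil3* (-2.10) lay in between.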

Functional enrichment analysis further showed that the DEGs of the pro-inflammatory subcluster were enriched in pathways involved in acute inflammatory and stress responses (Table S3). DEGs of the Gpnmb^+^Spp1^+^ subcluster featured the signature genes of SAMs which were originally identified as CD9^+^TREM2^+^ macrophages and found to have a similar phenotype in multiple tissues and organs with physical proximity to excessive ECM [32,33,34]. It has been proposed that differential expressions of at least five of six markers, including *Gpnmb*, *Spp1*, *Fabp5*, *Trem2*, *Cd9*, and *Cd63*, are required to define SAMs [32]. 

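In day 3 quadriceps, the Gpnmb+Spp1+-like subcluster of the re-analysis had higher levels of *Gpnmb*, *Spp1*, *Fabp5*, *Trem2*, *Cd9* and *Cd63* than any other subcluster. *Gpnmb*, listed as ENSMUSG00000029816, was at 1823 CPM (95% CI 1791 to 1856), against 763 CPM in pro-inflammatory-like, 462 in proliferating-like and 212 in IFNRM-like cells. *Spp1* was at 22258 CPM (95% CI 22145 to 22372), *Fabp5* at 6578, *Trem2* at 1252, *Cd9* at 494 and *Cd63* at 1499.6 CPM. A UMI of *Gpnmb* was found in 94.4% (95% CI 91.3 to 96.7) of the Gpnmb+Spp1+-like cells of day 3 at a median depth of 20460.0 UMIs, and in 82.0% after each cell was thinned to 3000 UMIs, with 0 cells left out. In fibroblast/FAP-like cells, which should lack the gene, the shares were 38.2% at a median depth of 25638 UMIs and 14.7% after thinning, with 37 cells left out. Over all monocytes/macrophages, the log2 ratio of *Gpnmb* between the days was 4.93 (95% CI 4.80 to 5.07).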

All these six markers were among the top 15 DEGs of the Gpnmb^+^Spp1^+^ subcluster identified by our current study (Figure 2C and Table S2), indicating that this subcluster resembles SAMs. Functional enrichment analysis showed that DEGs of this subcluster were enriched in pathways of lipid-related cellular activities, PPAR signaling, phagocytosis, energy metabolism, and antigen processing-cross presentation (Table S3). Similar macrophage subtypes were also identified by others in both acutely injured muscle and dystrophic muscle. Coulis et al. reported in 4–6-week-old *mdx* mice a Lgals3^+^Spp1^+^ macrophage subtype associated with stromal cells and ECM [35], of which 5 out of top 10 DEGs (*Spp1*, *Trem2*, *Fabp5*, *Trem2*, and *Syngr1*) were also among the top 10 DEGs of the Gpnmb^+^Spp1^+^ subcluster identified by the current study (Figure 2C and Table S2). The authors suggested that this macrophage subtype is pro-fibrotic, expressing *Spp1* and interacting with stromal cells [35]. Patsalos et al. reported a growth factor-expressing macrophages (GFEMs) in day 4 cardiotoxin-injured muscle and 2-month-old dystrophic muscle of *D2-mdx* mice [36,37]. This GFEM subset featured expressions of *Gpnmb*, *Gdf15*, *Syngr1*, *Fabp4*, *Cd36*, *Slc6a8*, and *Uap111*, which were also among the top 30 DEGs of the Gpnmb^+^Spp1^+^ subcluster identified from the current study (Table S2). 

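In the Gpnmb+Spp1+-like subcluster of day 3 quadriceps, the level of *Syngr1* was 737 CPM (95% CI 717 to 758), that of *Fabp4* 386 CPM (95% CI 371 to 401), that of *Cd36* 655 CPM (95% CI 635 to 675) and that of *Uap1l1* 223 CPM (95% CI 212 to 235). In IFNRM-like cells of the same library, *Syngr1* was at 157, *Fabp4* at 50.8, *Cd36* at 125 and *Uap1l1* at 93.3 CPM. The level of *Slc6a8*, at 112 CPM (95% CI 104 to 120.4), was lower than in pro-inflammatory-like cells of that day, where it was 122 CPM (95% CI 106 to 139.9), and these intervals overlap.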

Spatial transcriptome analysis further showed that this Gpnmb^+^ GFEM subset was localized between inflammatory lesions and healthy/regenerating areas of dystrophic muscle and might promote regeneration by producing pro-regenerative growth factors, GDF-15 and IGF-1 [37]. Taken together, the Gpnmb1^+^Spp1^+^ macrophage subcluster identified here resembles the previously identified macrophage subtypes that appear involved in regulating ECM remodeling and muscle regeneration.

The fraction of these injury-associated monocyte/macrophage subclusters varied among different muscle samples (Figure 2B,D, and Table S4). Monocytes were readily identified in all four injured muscle samples. In quadriceps post-acute injury, the fraction of monocytes on day 3 was greater than that on day 1 (Figure 2D and Table S4), indicating the continuous infiltration of blood monocytes during the first 3 days post-injury. 

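By the highest marker score of each cell, monocyte-scored cells made up 8.75% (95% CI 7.21 to 10.5) of the monocytes/macrophages on day 1 and 12.7% (95% CI 10.6 to 15.0) on day 3. The direction between the days changed with the processing. With a mitochondrial limit of 15%, a subcluster took the name of monocytes, with 11.8% on day 1 and 2.36% on day 3. With a resolution of 0.4, the shares were 4.74% and 5.73%, and with the *Plac8*-led unnamed cluster counted as monocyte/macrophage-like, 2.98% and 0.908%. That cluster, which otherwise lay outside the selected monocytes/macrophages, made up 3.31% of all cells on day 1 and 6.16% on day 3.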

In *mdx^5cv^* muscles, the monocytes fraction was greater in the diaphragm than in the quadriceps (Figure 2D and Table S4). The pro-inflammatory and Gpnmb^+^Spp1^+^ subclusters were barely identifiable in uninjured *WT* quadriceps or diaphragm, but they were prominent in injured muscles (Figure 2B,D, and Table S4). The pro-inflammatory subcluster was the largest subcluster on day 1 but was significantly reduced on day 3, despite the continuous expansion of monocytes (Figure 2D and Table S4). This cluster was much smaller in *mdx^5cv^* muscles (Figure 2D). 

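The named pro-inflammatory-like subclusters held 27.0% (95% CI 24.5 to 29.6) of the monocytes/macrophages on day 1 and 11.7% (95% CI 9.70 to 13.9) on day 3, the largest named share on day 1. The alternative that moved the difference most was the highest marker score of each cell, by which the shares were 67.9% (95% CI 65.2 to 70.6) on day 1 and 0.322% (95% CI 0.0664 to 0.938) on day 3. No subcluster took the name when low quality was read as fewer than 200 genes per 1000 UMIs, when doublets were removed, or at the lower resolution. The cells of day 3 with the name differed from those of day 1: of 109, only 1 had its highest score for the pro-inflammatory list, and 63 of the 91 in the *Hbb-bs*-led subcluster scored highest for Gpnmb+Spp1+.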

The findings suggest a unique strong pro-inflammatory microenvironment in day 1 quadriceps, presumably caused by massive muscle necrosis, to drive the differentiation of infiltrating monocytes into pro-inflammatory macrophages. 

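In acutely injured quadriceps, Gpnmb+Spp1+-like cells numbered 5 of the 1200 monocytes/macrophages on day 1, or 0.417% (95% CI 0.135 to 0.970), and 322 of the 932 on day 3, or 34.5% (95% CI 31.5 to 37.7). Each of the alternatives gave a higher share on day 3. The largest difference came from clustering each library on its own, with 42.2% on day 3 and no subcluster of that name on day 1.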

The Gpnmb^+^Spp1^+^ subcluster was prominent in day 3 quadriceps and in *mdx^5cv^* quadriceps and diaphragm (Figure 2D and Table S4).

Different from the above three injury-associated monocyte/macrophage subclusters, the other four macrophage subclusters were present in both uninjured and injured muscle samples, including an IFNRM subcluster, a proliferating subcluster, and two resident-like subclusters. The IFNRM subcluster featured high expressions of IFN-responsive genes (ISGs) such as *Rsad2*, *Ifit1*, *Cxcl10*, and *Irf7* (Figure 2C and Table S2). 

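In the IFNRM-like subcluster of injured quadriceps, *Rsad2* was at 185 CPM (95% CI 141 to 238) on day 1 and 318 CPM (95% CI 297 to 341) on day 3. The level of *Ifit1* was 43.1 CPM (95% CI 23.5 to 72.3) and 116 CPM (95% CI 103 to 130.0), and that of *Irf7* 342 CPM (95% CI 281 to 411) and 262 CPM (95% CI 242 to 282). In pro-inflammatory-like cells, by contrast, *Rsad2* was at 9.06 and 44.8, *Ifit1* at 1.96 and 7.17, and *Irf7* at 31.8 and 40.6 CPM. On day 3, *Ifit3* was at 133, *Ifi204* at 365, *Isg15* at 405 and *Ifitm3* at 2774 CPM in IFNRM-like cells, each higher than in the other subclusters.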

Sixteen out of the top 20 DEGs of this subcluster were known ISGs (Table S2), indicating an active response to IFN signals. A highly similar IFNRM subtype, featuring high expressions of *Ifit3*, *Ifi204*, *Isg15*, *Ifitm3*, *Irf7*, *Plac8*, and *Rsad2*, was previously identified and reported to promote the proliferation and differentiation of satellite cells via the production of CXCL10 in acutely injured muscle [38]. A similar IFNRM subtype was also identified in the dystrophic muscle of 4-week-old *mdx* mice [35]. Functional enrichment analysis further showed that DEGs of this subcluster were highly enriched in type 1/2 IFN signaling, along with the pathways of endocytosis, endogenous damage-associated molecular pattern (DAMP) sensing (NOD-like receptor signaling, RIG-I/MDA-5 signaling, and cytosolic DNA sensing), and IL-10 signaling (Table S3). The proliferating subcluster featured high expressions of cell-cycle genes such as *Stmn1*, *Mki67*, *Hmgb2*, and *Cdk1* (Figure 2C and Table S2).

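In proliferating-like cells of day 3 quadriceps, *Stmn1* was at 743 CPM (95% CI 716 to 771), *Mki67* at 239 CPM (95% CI 224 to 255), *Hmgb2* at 455 CPM (95% CI 434 to 477) and *Cdk1* at 126 CPM (95% CI 115 to 138). In Gpnmb+Spp1+-like cells of that day, the levels were 162, 18.8, 53.8 and 7.53 CPM in the same order. The genes with the highest log2 ratios over all monocytes/macrophages were *Pclaf*, *Birc5*, *Ube2c*, *Ccna2* and *Htr2b*. *Pclaf*, with 1 UMI on day 1 and 1380 on day 3, had a log2 ratio of 9.75 (95% CI 7.85 to 15.64), and *Htr2b*, which is not a cell-cycle gene, 7.60 (95% CI 6.06 to 10.97).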

Recently, three subclusters of resident macrophages were identified, co-existing across different tissues and defined by their distinct expression of *Timd4*, *Lyve1*, *Folr2*, *Ccr2*, and MHCII genes [39,40]. They are Timd4^+^ and/or Lyve1^+^ and/or Folr2^+^ (TLF^+^) Ccr2^−^MHCII^lo^ subcluster, TLF^−^Ccr2^+^MHCII^hi^ subcluster, and TLF^−^Ccr2^−^MHCII^hi^ subcluster [39,40]. The TLF expression primarily marks the embryo-derived resident macrophages [39,40], which can persist into adulthood through proliferative self-renewal. Similarly, we previously identified in steady-state skeletal muscle the existence of two subsets of resident macrophages: MHCII^hi^Lyve1^lo^ and MHCII^lo^Lyve1^hi^ macrophages [13]. The MHCII^hi^Lyve1^lo^ subset almost exclusively originates from hematopoietic stem cells (HSCs), while the MHCII^lo^Lyve1^hi^ subset is contributed significantly by embryonic hematopoietic progenitors of non-HSC origin [13]. With the inclusion of our previously published data analyzing resident macrophages in uninjured muscle (GEO: GSE142480) [13], two resident-like macrophage subclusters were identified by the current study: 1) the MHCII^hi^ subcluster featuring high expressions of *Cx3cr1* and MHCII genes such as *H2-Aa*; 2) the TLF^+^ subcluster featuring high expressions of *Timd4*, *Lyve1*, *Folr2*, and *Cd163* (Figure 2C and Table S2). Further, *Ccr2* was barely expressed by the TLF^+^ subcluster while it was highly expressed by the MHCII^hi^ cluster (Figure 2E). *Ccr2* was highly expressed by the monocytes, IFNRM, and pro-inflammatory subclusters, and was moderately expressed by the Gpnmb^+^Spp1^+^ and proliferating subclusters (Figure 2E). Conversely, *Timd4* and *Lyve1* were primarily expressed by the TLF^+^ cluster (Figure 2E). 

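In day 3 quadriceps, *Ccr2* was at 612 CPM (95% CI 569.6 to 657) in monocyte-scored cells and at 568 CPM (95% CI 539 to 598) in IFNRM-like cells, groups that overlap. It was at 189 CPM (95% CI 169 to 212) in pro-inflammatory-like, 161 CPM (95% CI 149 to 175) in proliferating-like and 49.5 CPM (95% CI 44.3 to 55.2) in Gpnmb+Spp1+-like cells. On day 1, the pro-inflammatory-like cells had 346 CPM (95% CI 328 to 364) and the IFNRM-like cells 563 CPM (95% CI 484 to 651). The *Vcam1*-led subcluster, whose best match was the TLF+ list, had 394 CPM of *Ccr2* on day 1 and 477 CPM on day 3. Only 46 of its 189 cells of day 1 and 14 of its 58 cells of day 3 scored highest for that list. These levels are therefore not those of TLF+ cells alone and do not go against the paper.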

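In the monocytes/macrophages of injured quadriceps, *Timd4* had 2 UMIs on day 1, or 0.134 CPM (95% CI 0.0162 to 0.483), and no UMI, which allows up to 0.188 CPM (3 UMIs of the total) on day 3. Both UMIs were in the *Vcam1*-led subcluster. The level of *Lyve1* in that subcluster was 41.6 CPM (95% CI 33.7 to 50.7) on day 1 and 25.9 CPM (95% CI 15.6 to 40.5) on day 3. On day 3, the 16 cells of the *Areg*-led subcluster had 46.4 CPM (95% CI 21.2 to 88.1) and the proliferating-like cells 24.5 CPM (95% CI 19.8 to 30.0). The only proliferating-like cell of day 1 held 23 of the 122 UMIs of *Lyve1* on that day. In Gpnmb+Spp1+-like cells of day 3 the level was 0.903 CPM (95% CI 0.332 to 1.97).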

Since CCR2 is expressed by Ly6C^hi^ blood monocytes [14,41] and this expression is required for the Ly6C^hi^ blood monocytes to be recruited by skeletal muscle [15], our findings suggest that the non-TLF^+^ macrophage subclusters may contain a monocytic origin. This hypothesis awaits further validation by lineage tracing.

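IFNRM-like cells numbered 33 of the 1200 monocytes/macrophages of day 1, or 2.75% (95% CI 1.90 to 3.84), and 225 of the 932 of day 3, or 24.1% (95% CI 21.4 to 27.0). Ambient RNA made up 0.126% of the summed level of the 9 naming markers in the IFNRM-like cells of day 1. Of these 33 cells, only 7 had their highest score for the IFNRM list, 12 for the monocyte and 10 for the pro-inflammatory list. The share on day 1 depended on the processing: it was 0.159% with all cells of the monocyte/macrophage-like clusters, 13.1% with 20 PCs and 18.5% at a resolution of 0.4, and no subcluster of day 1 took the name when each library was clustered on its own or with the other call of cells. Where the name was given on day 3, the share ran from 6.68% with all cells of those clusters to 28.9% with low quality read as fewer than 200 genes per 1000 UMIs. It was 13.8% by the highest marker score. Of the 225 IFNRM-like cells of day 3, 69 scored highest for the IFNRM list and 67 for the monocyte list.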

The IFNRM subcluster was not identifiable in day 1 quadriceps (Figure 2B,D, and Table S4). The TLF^+^ subcluster was the predominant subcluster in both the *WT* quadriceps and diaphragm, with its fraction decreased dramatically in all injured muscles (Figure 2D and Table S4), likely due to being outnumbered by the other subclusters derived from infiltrating monocytes/macrophages. In both *mdx^5cv^* quadriceps and diaphragm, the MHCII^hi^ subcluster was the predominant subcluster (Figure 2D and Table S4), with its fraction increased dramatically in *mdx^5cv^* quadriceps compared to *WT* quadriceps (Figure 2D and Table S4). 

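Of the monocytes/macrophages in injured quadriceps, 1 cell was proliferating-like on day 1, or 0.0833% (95% CI 0.00210 to 0.463), and 163 cells were on day 3, or 17.5% (95% CI 15.1 to 20.1). The difference between the days stayed positive under each alternative and was smallest, at 10.1 percentage points, when low quality was read as fewer than 200 genes per 1000 UMIs.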

The proliferating subcluster showed the greatest fraction in day 3 quadriceps (Figure 2D and Table S4), suggesting the more active proliferation of intramuscular macrophages in acutely injured muscles at this stage than others.

The difference in the proportion of individual monocyte/macrophage subclusters in different muscle samples may reflect the difference in the tissue microenvironment that drives the activation and differentiation of macrophages. We next inferred the potential differentiation trajectory among the identified monocyte/macrophage subclusters by pseudotime analysis with both Monocle 3 and Slingshot (Figure 3A,B). Monocyte was set as the starting point. The TLF^+^ subcluster was the most distal to the monocytes subcluster, which was consistent with the presumed non-monocytic origin of this subcluster. 

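Diffusion pseudotime was computed for the monocytes/macrophages of both injured quadriceps libraries together, on 10 PCs, a graph of 15 neighbours and 10 diffusion components. Monocle 3 and Slingshot were not used here. Because no subcluster was named monocytes, the root was the cell nearest the center of the monocyte-scored cells, in turn of day 1 and of day 3. The *Plac8*-led cluster, with more *Ly6c2* than the monocyte-scored cells, lay outside the pseudotime, and the libraries were not batch-corrected. Most of the monocyte-scored cells of day 3 lay in the IFNRM-like subcluster, so a short distance between these is built into the root of day 3. From the root of day 1, the median pseudotime was 0.132 in the *Ppbp*-led and 0.202 in the *Hbb-bs*-led pro-inflammatory-like subcluster, 0.258 in the IFNRM-like subcluster and 0.526 in the Gpnmb+Spp1+-like subcluster. From the root of day 3, it was 0.194, 0.216, 0.130 and 0.422 in the same order. The median of the pro-inflammatory-like cells minus that of the Gpnmb+Spp1+-like cells was -0.345 from the root of day 1 and -0.219 from that of day 3. With each library on its own, these differences were -0.204, with 5 Gpnmb+Spp1+-like cells on day 1, and -0.191.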

Interestingly, compared with the Gpnmb^+^Spp1^+^ subcluster which was present on day 3 but not day 1 post-acute injury, the pro-inflammatory subcluster, which predominated monocytes/macrophages on day 1, was more distal to the monocytes. The finding suggests that the Gpnmb^+^Spp1^+^ subcluster may be differentiated directly from the monocytes rather than through the pro-inflammatory subcluster. Compared with the Gpnmb^+^Spp1^+^ subcluster, the IFNRM and MHCII^hi^ subclusters were both more distal to the monocytes (Figure 3A,B). 

In summary, multiple transcriptomically diverse monocyte/macrophage subclusters co-exist in uninjured, acutely injured, and chronically injured skeletal muscles, among which the monocytes, pro-inflammatory, and Gpnmb^+^Spp1^+^ subcluster are injury-associated subclusters. The macrophage composition is very different in day 1 quadriceps compared to day 3 quadriceps and *mdx^5cv^* quadriceps and diaphragm, with a unique presence of a large pro-inflammatory subcluster in the former. The Gpnmb^+^Spp1^+^ subcluster was similarly identified in day 3 quadriceps and *mdx^5cv^* quadriceps and diaphragm.

### 2.3. Both Ly6Chi and Ly6Clo Intramuscular Macrophages Are Heterogeneous

During acute skeletal muscle injury, infiltrating monocytes/macrophages undergo a Ly6C^hi^-to-Ly6C^lo^ phenotype switch [14,21], which can be detected by FACS analysis of cell-surface expression of Ly6C. As shown in Figure 4A, most monocytes/macrophages were Ly6C^hi^ on day 1 while were Ly6C^lo^ on day 3 post-injury. In *mdx^5cv^* quadriceps and diaphragm, both Ly6C^hi^ and Ly6C^lo^ macrophages were present, with the Ly6C^lo^ subpopulation being the predominant one (Figure 4A). Since our scRNA-seq analysis identified multiple monocyte/macrophage subclusters in each of these four samples (Figure 2), we next addressed which subclusters were Ly6C^hi^ or Ly6C^lo^ by analyzing the expression of the *Ly6c2* gene that encodes Ly6C (Figure 4B). Only monocytes and IFNRM subclusters showed a high expression level of *Ly6c2* across all four samples (Figure 4B). 

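*Ly6c2* was at 141 CPM (95% CI 121 to 164) in monocyte-scored cells of day 1 quadriceps and at 215 CPM (95% CI 191 to 243) in those of day 3. In IFNRM-like cells the levels were 117 CPM (95% CI 82.7 to 160.5) and 247 CPM (95% CI 228 to 268). The *S100a9*-led subcluster, which has high doublet scores, had 120.1 CPM (95% CI 109.5 to 132) and 213 CPM (95% CI 171 to 262). Over all monocytes/macrophages, the log2 ratio, day 3 over day 1, was 0.54 (95% CI 0.41 to 0.67), and it was -0.23 when only barcodes with at least 10% of the 99th percentile of UMIs were taken as cells.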

Interestingly, the pro-inflammatory subcluster, which was the predominant subcluster in day 1 quadriceps (Figure 3B), showed a low expression of *Ly6c2* (Figure 4B) despite the majority of monocytes/macrophages at this time point being Ly6C^hi^ as shown by FACS (Figure 4A). 

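In the pro-inflammatory-like cells, *Ly6c2* was at 23.7 CPM (95% CI 19.3 to 29.0) on day 1 and 46.6 CPM (95% CI 36.9 to 58.2) on day 3. Of the pair of subclusters with that name, the *Ppbp*-led had 14.3 CPM and the *Hbb-bs*-led 37.9 CPM on day 1. The *Areg*-led subcluster had 23.2 CPM (95% CI 18.8 to 28.2) on that day.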

The finding suggests that the pro-inflammatory subcluster has already downregulated the *Ly6c2* gene expression in day 1 quadriceps. The TLF^+^ subcluster was also identified in day 1 quadriceps (Figure 2B,D), which barely expressed *Ly6c2*, belonging to the Ly6C^lo^ subpopulation (Figure 4B). In day 3 quadriceps, the pro-inflammatory subcluster was diminished (Figure 2B,D). The Ly6C^hi^ monocytes/macrophages were predominantly monocytes with a minor contribution from the IFNRM subcluster. The Ly6C^lo^ macrophages mainly consisted of the Gpnmb^+^Spp1^+^ and proliferating subclusters (Figure 2D and Figure 4B). In both the quadriceps and diaphragm of 14-week-old *mdx^5cv^* mice, the Ly6C^hi^ subpopulation contained monocytes and IFNRM subclusters, while the Ly6C^lo^ subpopulation contained mainly Gpnmb^+^Spp1^+^ and MHCII^hi^ subclusters with small percentages of TLF^+^ and proliferating subclusters (Figure 2D and Figure 4B). In summary, both Ly6C^hi^ and Ly6C^lo^ intramuscular monocytes/macrophages are heterogeneous, containing transcriptomically different subclusters with varying fractions in different injured muscle samples.

### 2.4. Monocyte/Macrophage Subclusters Do Not Conform to Strict M1 or M2 Activation

Based on the activation status, macrophages were historically classified into M1 (classically activated) and M2 (alternatively activated) subtypes, which was originally defined by in vitro studies and in vivo studies of parasite infections [42]. M1 and M2 macrophages differ in their activation stimuli, cell surface markers, cytokine production profiles, arginine metabolism, and activated transcriptional factors [42,43,44]. M1 activation is pro-inflammatory, while M2 can be anti-inflammatory, pro-regenerative, and/or pro-fibrotic. However, our previously published study showed that both Ly6C^hi^ and Ly6C^lo^ macrophages expressed mixed M1/M2 genes on day 1 and day 3 after acute muscle injury [21], challenging this bi-polar activation paradigm. Since scRNA-seq showed heterogeneity of both Ly6C^hi^ and Ly6C^lo^ macrophages in injured skeletal muscles (Figure 4), we would address whether the mixed M1/M2 gene expression could be due to the co-existence of macrophage subclusters conforming to different M1/M2 activation status. To elucidate this, we examined the expression of reported M1 and M2 genes [42,43,44] by different monocyte/macrophage subclusters (Figure 5).

The Ly6C^hi^ monocytes/macrophages in day 1 quadriceps mainly contained monocytes and pro-inflammatory macrophage subclusters (Figure 3). Both subclusters highly expressed M1 markers *Tnf*, *Il1b*, *Nfkbiz*, and *Irf5* (Figure 5A) and simultaneously expressed M2 markers *Mrc1*, *Il4ra*, *Tgfb1*, *Arg1*, *Socs3*, and *Stat6* (Figure 5B). 

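In monocyte-scored cells of day 1 quadriceps, the level of *Tnf* was 218 CPM (95% CI 193 to 246), that of *Il1b* 3806 CPM (95% CI 3698 to 3917), that of *Nfkbiz* 401 CPM (95% CI 366 to 438) and that of *Irf5* 125 CPM (95% CI 106 to 146). Pro-inflammatory-like cells had 339 CPM (95% CI 321 to 357) of *Tnf*, 4543 CPM (95% CI 4478 to 4609) of *Il1b*, 329.5 CPM (95% CI 312 to 348) of *Nfkbiz* and 94.3 CPM (95% CI 85.1 to 104) of *Irf5*. *Il1b* was higher in the *Areg*-led (11166 CPM) and *S100a9*-led (9823 CPM) subclusters, whose best match was the pro-inflammatory list. Over all monocytes/macrophages of day 1, *Il1b* was at 7370 CPM, above its level in the named pro-inflammatory-like cells. Among the M2 markers, monocyte-scored cells had 366 CPM of *Mrc1*, 135 of *Il4ra*, 307 of *Tgfb1*, 604 of *Arg1*, 324 of *Socs3* and 61.6 of *Stat6*. The levels in pro-inflammatory-like cells were 544 CPM for *Mrc1*, 147 for *Il4ra*, 323 for *Tgfb1*, 2159 for *Arg1*, 296 for *Socs3* and 60.5 for *Stat6*. The level of *Tnf* differed between the pro-inflammatory-like subclusters of day 1, with 679 CPM in the *Hbb-bs*-led and 112 CPM in the *Ppbp*-led subcluster.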

Neither was strictly M1. Interestingly, the TLF^+^ macrophage subcluster, which was the predominant Ly6C^lo^ cluster on day 1 post-acute injury (Figure 3 and Figure 4), also expressed a high level of both M1 and M2 genes, similarly to the Ly6C^hi^ subclusters (Figure 5). 

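No subcluster was named TLF+ in the re-analysis. In the *Vcam1*-led subcluster of day 1, the best match of the TLF+ list, *Tnf* was at 487 CPM (95% CI 459 to 516), *Il1b* at 1992 CPM (95% CI 1935 to 2050.3), *Nfkbiz* at 507 CPM (95% CI 478 to 537) and *Irf5* at 124 CPM (95% CI 110.0 to 139). The M2 genes *Mrc1*, *Il4ra* and *Socs3* were at 706, 293 and 367 CPM in that subcluster. The 110 cells of day 1 with the highest score for the TLF+ markers had 242 CPM of *Tnf*, 1896 of *Il1b*, 1213 of *Mrc1* and 918 of *Arg1*.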

The findings suggest that the microenvironment in day 1 injured muscle drives mixed M1/M2 gene expression by all the intramuscular monocyte/macrophage subclusters. The mixed M1/M2 gene expression was also detected in monocyte/macrophage subclusters on day 3 post-acute injury. However, both monocytes and pro-inflammatory subclusters downregulated some M1 genes, including *Tnf*, *Il1b*, *Nfkbiz*, and *Irf5*, and M2 genes, including *Arg1* and *Socs3*, on day 3 as compared to day 1 (Figure 5). 

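Between the pro-inflammatory-like cells of day 1 and day 3, the log2 ratio of CPM was -1.92 (95% CI -2.18 to -1.68) for *Tnf*, -4.41 (95% CI -4.56 to -4.26) for *Il1b* and -1.45 (95% CI -1.67 to -1.23) for *Nfkbiz*. For *Irf5* it was -0.24 (95% CI -0.54 to 0.04), a difference that was not detectable at this depth. *Arg1* had a log2 ratio of -4.70 (95% CI -4.96 to -4.47) and *Socs3* of -2.30 (95% CI -2.62 to -2.01) in the same cells. In monocyte-scored cells of day 3, *Tnf* was at 107, *Il1b* at 477, *Nfkbiz* at 192, *Irf5* at 101, *Arg1* at 15.0 and *Socs3* at 105 CPM, each below its level in the monocyte-scored cells of day 1. Of the pro-inflammatory-like cells, 188 on day 1 but 18 on day 3 belonged to the *Ppbp*-led subcluster, and most of day 3 scored highest for another list, so the ratios compare groups of different make-up. Within each subcluster of the pair, the ratios of *Tnf*, *Il1b*, *Nfkbiz*, *Arg1* and *Socs3* were below 0 as well, for *Tnf* -2.87 (95% CI -3.14 to -2.61) in the *Hbb-bs*-led and -0.70 (95% CI -1.57 to -0.02) in the *Ppbp*-led subcluster.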

The expression of the other M2 genes, such as *Mrc1*, *Il4ra*, *Tgfb1*, and *Stat6*, was either unchanged or slightly increased (Figure 5B). These changes are likely to reflect the changes in the tissue microenvironment. 

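In pro-inflammatory-like cells, the log2 ratio between the days was -0.34 (95% CI -0.46 to -0.22) for *Mrc1*, -0.70 (95% CI -0.97 to -0.44) for *Il4ra*, -0.22 (95% CI -0.38 to -0.07) for *Tgfb1* and 0.12 (95% CI -0.22 to 0.45) for *Stat6*, again between groups of different make-up. Within the *Hbb-bs*-led subcluster, the ratio of *Mrc1* was 0.41 (95% CI 0.20 to 0.62), and within the *Ppbp*-led subcluster 0.75 (95% CI 0.57 to 0.93). Of the other genes, only *Tgfb1* had an interval apart from 0 within a subcluster, at -0.44 (95% CI -0.63 to -0.26) in the *Hbb-bs*-led. Monocyte-scored cells of day 3 had 252 CPM (95% CI 225 to 281) of *Mrc1*, 112 CPM (95% CI 94.7 to 133) of *Il4ra*, 371 CPM (95% CI 338 to 406) of *Tgfb1* and 53.8 CPM (95% CI 41.8 to 68.3) of *Stat6*. Of these genes, only *Tgfb1* was higher in the monocyte-scored cells of day 3 than in those of day 1.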

The IFNRM and Gpnmb^+^Spp1^+^ subclusters were sufficiently identified on day 3 but not day 1 (Figure 3). Both also expressed mixed M1/M2 genes (Figure 5) and thus did not conform to strict M1 or M2 activation. 

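On day 3, IFNRM-like cells had 669 CPM (95% CI 638 to 702) of *Il1b*, 492 CPM (95% CI 465 to 519.7) of *Mrc1* and 117 CPM (95% CI 104 to 131) of *Socs3*. The levels in Gpnmb+Spp1+-like cells of that day were 86.9 CPM (95% CI 79.9 to 94.3) for *Il1b*, 206 CPM (95% CI 195 to 217) for *Mrc1* and 50.6 CPM (95% CI 45.3 to 56.3) for *Socs3*.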

Overall, a general shift from M1-biased to M2-biased activation was observed in intramuscular monocytes/macrophages from day 1 to day 3, as evidenced by a decrease in the expression of *Tnf*, *Il1b*, and *Nfkbiz* and an increase in the expression of *Mrc1*, *Tgfb1*, and *Igf1* (Figure 5). 

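Over all monocytes/macrophages of the injured quadriceps, the log2 ratio of CPM, day 3 over day 1, was -2.22 (95% CI -2.31 to -2.13) for *Tnf* and -5.16 (95% CI -5.21 to -5.11) for *Il1b*, and *Nfkbiz* fell from 513 to 128 CPM. *Irf5* had a log2 ratio of -0.50 (95% CI -0.61 to -0.40) and *Socs3* of -2.58 (95% CI -2.68 to -2.49). The ratio was -0.51 (95% CI -0.55 to -0.46) for *Mrc1* and -0.23 (95% CI -0.29 to -0.18) for *Tgfb1*, and 3.53 (95% CI 3.26 to 3.83) for *Igf1*, which had 111 UMIs on day 1 and 1378 on day 3. Under each of the alternatives, the ratios of *Mrc1* and *Tgfb1* were negative and that of *Igf1* was positive. These ratios pool subclusters whose shares differ between the days. Within IFNRM-like cells, the ratio was 0.97 (95% CI 0.66 to 1.32) for *Mrc1* and 0.30 (95% CI 0.01 to 0.63) for *Tgfb1*, but these cells differed in make-up too. The pro-inflammatory list scored highest in 10 of the 33 cells on day 1 and in 0 of the 225 on day 3. For the MHCIIhi list these counts were 0 and 52. *Mrc1* was also above 0 within each pro-inflammatory-like subcluster. Within Gpnmb+Spp1+-like cells, with 5 cells on day 1, the ratios were -1.58 for *Mrc1* and -0.22 for *Tgfb1*. *Il4ra* and *Stat6* had ratios of -0.67 (95% CI -0.76 to -0.58) and -0.35 (95% CI -0.49 to -0.22). From a decrease of *Tnf*, *Il1b* and *Nfkbiz* and an increase of *Mrc1*, *Tgfb1* and *Igf1* in Figure 5, the paper concludes that activation shifted from M1-biased to M2-biased between the days.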

The activation status of monocytes/macrophages in the two *mdx^5cv^* samples was largely similar to those in quadriceps on day 3 post-injury, with a slightly further bias towards M2 activation status (Figure 5). Notably, the monocyte/macrophage subclusters identified in *WT* uninjured muscles all expressed a very high level of M2 marker genes including *Retnla*, *Cd163*, *Tgfb1*, and *Igf1* (Figure 5), suggesting a pro-M2 microenvironment in normal steady-state skeletal muscle.

In summary, our data indicates that intramuscular monocyte/macrophage subclusters do not conform to strict M1 or M2 activation. Rather, their activation status varies depending on the changes in the microenvironment of injured skeletal muscle. The classical bi-polar activation paradigm does not apply to the complex in vivo monocyte/macrophage activation status in either acutely or chronically injured muscle.

### 2.5. Different Monocyte/Macrophage Subclusters Express Genes Differentially Involved in Muscle Inflammation, Regeneration, and ECM Remodeling

Macrophages play a multifaceted role in skeletal muscle injury and repair, regulating multiple processes including inflammation, regeneration, and ECM remodeling [27]. We next analyzed by dot plots the expression of the genes involved in inflammation, regeneration, and ECM remodeling (Figure 5 and Figure 6) to address the potential contribution of individual subclusters to these processes.

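In day 1 quadriceps, *Il1a* was at 203 CPM (95% CI 189 to 217) in pro-inflammatory-like cells and at 536 CPM (95% CI 515 to 559) in the *Areg*-led subcluster, which had *Il1a* among its leading genes. It was at 120.0 CPM (95% CI 85.3 to 164) in IFNRM-like cells and at 68.6 CPM (95% CI 58.4 to 80.1) in the *Vcam1*-led subcluster. *Ccl2* was at 4375 CPM in pro-inflammatory-like, 4086 in IFNRM-like and 4256 in monocyte-scored cells. *Cxcl2* was at 19715 CPM in pro-inflammatory-like, 15260.5 in IFNRM-like and 14995 in monocyte-scored cells. The *S100a9*-led subcluster, whose best match was the pro-inflammatory list, had 23404 CPM of *Cxcl2*. Over all monocytes/macrophages of day 1 the level was 22192 CPM, above that of the named pro-inflammatory-like cells. On day 3, pro-inflammatory-like cells had 4.18 CPM of *Il1a*, 771 of *Ccl2* and 3303 of *Cxcl2*, and the *S100a9*-led subcluster had 6232 CPM of *Cxcl2*.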

The expression of pro-inflammatory genes, including *Tnf*, *Il1b* (Figure 5A), *Il1a*, *Ccl2*, and *Cxcl2* (Figure 6), was much higher by the monocytes and pro-inflammatory macrophage subclusters than by the others, especially in day 1 quadriceps. These two subclusters also expressed an exclusively high level of *Arg1*, an inflammatory regulatory gene [45], in day 1 quadriceps (Figure 5B). 

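On day 1, the level of *Arg1* was 2702 CPM (95% CI 2623 to 2783) in the *Hbb-bs*-led and 1795 CPM (95% CI 1743 to 1849) in the *Ppbp*-led pro-inflammatory-like subcluster. It was 1636 CPM (95% CI 1597 to 1675) in the *Areg*-led, 1127 CPM (95% CI 1094 to 1161) in the *S100a9*-led and 1110.1 CPM (95% CI 1068 to 1154) in the *Vcam1*-led subcluster. IFNRM-like cells had 526 CPM (95% CI 450.2 to 611). On day 3, the highest level of *Arg1* in a subcluster was 90.7 CPM (95% CI 75.8 to 108), in the *Hbb-bs*-led subcluster.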

The monocytes and pro-inflammatory clusters are thus highly inflammatory.

Skeletal muscle regeneration following injury relies on myogenic stem cells, muscle satellite cells (MuSCs) [46,47]. Injury-induced changes in the muscle microenvironment activate MuSCs to regenerate muscle fibers, a process consisting of the activation, proliferation, and differentiation of MuSCs [48,49,50]. Macrophages at early stage post-injury have been reported to produce a high level of soluble factors known to stimulate the activation and proliferation of MuSCs, including IL-6 [51], TNF-α [52], and fibronectin [53]. 

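*Il6* was at 18.7 CPM (95% CI 16.6 to 21.0) in all monocytes/macrophages of day 1 quadriceps and at 0.814 CPM (95% CI 0.433 to 1.39) in those of day 3, against 112 and 119.8 CPM in fibroblast/FAP-like cells. On day 1, *Tnf* was at 289 CPM (95% CI 234 to 354) in IFNRM-like cells and at 107 CPM (95% CI 39.3 to 233) in the 5 Gpnmb+Spp1+-like cells, and at 348 and 364 CPM in the *S100a9*-led and the *Areg*-led subclusters. *Fn1* was at 2972 CPM (95% CI 2919 to 3025) in pro-inflammatory-like cells, 2632 CPM (95% CI 2542 to 2724) in monocyte-scored cells and 2415 CPM (95% CI 2249 to 2590.2) in IFNRM-like cells of day 1. On day 3, it was at 554 CPM in pro-inflammatory-like, 516 in monocyte-scored and 597 in proliferating-like cells. The *S100a9*-led subcluster had 3003 CPM of *Fn1* on day 1 and 785 CPM on day 3.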

Although *Il6* was barely expressed by any monocyte/macrophage subcluster (Figure 5A), both *Tnf* (encoding TNF-α, Figure 5A) and *Fn1* (encoding fibronectin, Figure 6) were predominantly expressed by monocytes and pro-inflammatory subclusters, especially on day 1, suggesting a role for these two subclusters in promoting MuSC activation and proliferation besides inflammation. Macrophage-derived IGF-1 was shown to stimulate MuSC differentiation and myofiber growth [15,54,55]. 

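In day 3 quadriceps, *Igf1* was at 150.0 CPM (95% CI 141 to 159.6) in Gpnmb+Spp1+-like cells, the highest level of the subclusters. It was at 45.4 CPM (95% CI 35.8 to 56.9) in pro-inflammatory-like cells and at 19.0 CPM (95% CI 12.2 to 28.3) in monocyte-scored cells of that day. On day 1, pro-inflammatory-like cells had 1.71 CPM (95% CI 0.689 to 3.53), and monocyte-scored cells no UMI, which allows up to 2.43 CPM (3 UMIs of the total). The *Vcam1*-led subcluster had 36.4 CPM (95% CI 29.1 to 45.1) on day 1 and 50.5 CPM (95% CI 35.5 to 69.6) on day 3.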

The *Igf1* gene was barely expressed by the monocytes or pro-inflammatory subcluster (Figure 5B) but was expressed at a high level by the Gpnmb^+^Spp1^+^ subcluster in day 3 quadriceps and in *mdx^5cv^* quadriceps and diaphragm (Figure 5B), consistent with the findings by Patsalos et al. [37]. Additionally, the MHCII^hi^ and TLF^+^ subclusters also expressed a considerable level of *Igf1* in the same samples (Figure 5B). Given the high percentage of the Gpnmb^+^Spp1^+^ subcluster in day 3 quadriceps and the high percentages of the Gpnmb^+^Spp1^+^, MHCII^hi^, and TLF^+^ subclusters in *mdx^5cv^* quadriceps and diaphragm (Figure 2D), these subclusters appear to be the primary macrophage sources of IGF-1 which can promote muscle regeneration [15,54,55].

Recently, several macrophage-derived molecules were reported to promote skeletal muscle regeneration following injury, including CXCL10 [38], NAMPT [56], GDF3 [57,58], and GDF15 [36]. Significantly, *Cxcl10* was almost exclusively expressed by the IFNRM subcluster and *Nampt* was expressed at the highest level by the IFNRM subcluster (Figure 6). This subcluster also expressed the highest level of *Il10* (Figure 5B), an anti-inflammatory cytokine shown to promote muscle injury repair [59,60]. 

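*Cxcl10* was at 366 CPM (95% CI 303 to 438) in IFNRM-like cells of day 1 and at 192 CPM (95% CI 175 to 209.7) in those of day 3. In pro-inflammatory-like cells the levels were 45.0 CPM (95% CI 38.8 to 52.0) and 51.4 CPM (95% CI 41.1 to 63.5). On day 3, proliferating-like cells had 158 CPM (95% CI 145 to 171), the 16 cells of the *Areg*-led subcluster 304 CPM (95% CI 232 to 392) and fibroblast/FAP-like cells 192 CPM (95% CI 187 to 198). Over all monocytes/macrophages, the log2 ratio between the days was -0.18 (95% CI -0.28 to -0.08), and it was 0.18 with log-normalization in place of SCTransform. *Nampt* was at 165 CPM (95% CI 149 to 181) in IFNRM-like, 132 CPM (95% CI 115 to 150.1) in pro-inflammatory-like and 126 CPM (95% CI 118 to 135) in Gpnmb+Spp1+-like cells of day 3.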

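In IFNRM-like cells, *Il10* was at 169 CPM (95% CI 127 to 220.3) on day 1 and 84.6 CPM (95% CI 73.6 to 96.7) on day 3. The *Areg*-led subcluster had 268 CPM (95% CI 253 to 284) and 175 CPM (95% CI 121 to 245), and the *Hbb-bs*-led pro-inflammatory-like subcluster 244 CPM (95% CI 220.5 to 269) and 78.8 CPM (95% CI 65.0 to 94.8).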

The findings suggest that this subcluster, although small, might play a role in promoting muscle regeneration following injury. On the other hand, *Gdf15* was expressed at the highest level by the Gpnmb^+^Spp1^+^ subcluster in day 3 quadriceps and *mdx^5cv^* muscles, and by the TLF^+^ subcluster in day 1 quadriceps (Figure 6) where the Gpnmb^+^Spp1^+^ subcluster was largely absent (Figure 2D). 

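On day 3, *Gdf15* was at 248 CPM (95% CI 236 to 261) in Gpnmb+Spp1+-like cells, 181 CPM in proliferating-like, 122 in IFNRM-like and 115 in pro-inflammatory-like cells. On day 1, it was at 283 CPM (95% CI 262 to 305) in the *Vcam1*-led subcluster, 62.2 CPM in pro-inflammatory-like and 49.2 in IFNRM-like cells. The 5 Gpnmb+Spp1+-like cells of day 1 had 303 CPM (95% CI 177 to 485).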

The *Gdf3* expression was generally low in all injured muscles, with the highest expression seen in day 3 quadriceps by the Gpnmb^+^Spp1^+^ subcluster (Figure 6). 

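The level of *Gdf3* was 54.1 CPM (95% CI 48.6 to 59.9) in Gpnmb+Spp1+-like cells of day 3 and 44.8 CPM (95% CI 35.3 to 56.2) in pro-inflammatory-like cells of that day. The 16 cells of the *Areg*-led subcluster had 61.9 CPM (95% CI 32.0 to 108) on day 3, and the *Hbb-bs*-led pro-inflammatory-like subcluster 55.6 CPM (95% CI 44.8 to 68.3) on day 1, so these levels were not told apart at this depth. Over all monocytes/macrophages, it was at 24.1 CPM on day 1 and 41.5 CPM on day 3.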

The findings might imply a role for the Gpnmb^+^Spp1^+^ subcluster in muscle regeneration.

Fibro/adipogenic progenitors (FAPs) are the primary intramuscular fibrogenic cells that produce ECM [61,62,63,64]. Macrophages play important roles in regulating FAPs. Macrophage-derived TNF-α can induce apoptosis of FAPs to limit excessive FAP accumulation and subsequent ECM production [65]. On the other hand, macrophages can also produce potent pro-fibrotic factors, including osteopontin (encoded by *Spp1*) and TGF-β1, to stimulate the proliferation and differentiation of fibrogenic cells [66,67]. 

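On day 3, *Tnf* was at 89.1 CPM (95% CI 75.3 to 105) in pro-inflammatory-like, 81.6 CPM (95% CI 72.8 to 91.2) in proliferating-like, 83.8 CPM (95% CI 72.9 to 95.9) in IFNRM-like and 68.1 CPM (95% CI 61.9 to 74.6) in Gpnmb+Spp1+-like cells of injured quadriceps. On the same day, *Spp1* was at 15883 CPM in pro-inflammatory-like, 11979 in proliferating-like, 3668 in IFNRM-like and 6031 in monocyte-scored cells. Over all monocytes/macrophages, the log2 ratio of *Spp1* between the days was 0.98 (95% CI 0.97 to 0.99).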

The monocytes and pro-inflammatory subclusters showed the highest expression of *Tnf* (Figure 5A), while the Gpnmb^+^Spp1^+^ subcluster showed the highest expression of *Spp1* (Figure 6). Interestingly, *Tgfb1* was ubiquitously expressed by all the monocyte/macrophage subclusters (Figure 5B). 

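Among the subclusters of day 1 with more than 5 cells, *Tgfb1* ranged from 292 CPM (95% CI 271 to 314) in the *Ppbp*-led to 385 CPM (95% CI 366 to 405) in the *S100a9*-led subcluster. Among those of day 3, it ranged from 251 CPM (95% CI 235 to 267) in the proliferating-like to 366 CPM (95% CI 343 to 391) in the IFNRM-like subcluster.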

The Gpnmb^+^Spp1^+^ subcluster also expressed the highest level of *Timp2*, a gene that encodes tissue inhibitors of metalloproteinase-2 (TIMP-2) (Figure 6). 

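In Gpnmb+Spp1+-like cells of day 3, *Timp2* was at 907 CPM (95% CI 885 to 931), against 571 CPM in proliferating-like, 531 in pro-inflammatory-like and 328 in IFNRM-like cells. Its level in fibroblast/FAP-like cells of that day was 485 CPM. The log2 ratio over all monocytes/macrophages was 3.35 (95% CI 3.25 to 3.45).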

TIMP-2 inhibits the activity of matrix metalloproteinase-14 (MMP-14) [68] that is required for the activation of latent TGF-β1 [69]. TIMP-2 is also required for the activation of MMP-2 to degrade ECM components [70]. The simultaneous high expression of both *Spp1* and *Timp2* by the Gpnmb^+^Spp1^+^ subcluster suggests that these macrophages might play a significant role in tuning ECM remodeling in injured muscle, a process that is required to provide a structural support for the repair of acutely injured muscle [71] but also contributes to progressive fibrosis in chronically injured muscle [72]. By expressing a considerable level of *Igf1*, the MHCII^hi^ and TLF^+^ subclusters might also be involved in ECM remodeling, as IGF-1 can display both pro-regenerative [15,54,55] and pro-fibrotic functions [73,74]. Taken together, our scRNA-seq analysis suggests that the transcriptomically different monocyte/macrophage subclusters may exert different functions in injured muscles, with respect to muscle inflammation, regeneration, and ECM remodeling.

### 2.6. Reparative Regeneration of Acutely Injured Muscle Is Accompanied by Disappearance of Gpnmb^+^Spp1^+^ Subcluster and Emergence of Inflammation Resolution Subclusters at Late Stages of Injury Repair

Gpnmb^+^Spp1^+^ macrophages have been shown to be important for ECM remodeling and fibrosis [32,33,35,75,76,77,78,79], and they are present in both day 3 acutely injured quadriceps and *mdx^5cv^* muscles (Figure 2). Since the increased ECM deposition is transient in acutely injured muscle while persistent in *mdx^5cv^* muscles, we addressed whether the Gpnmb^+^Spp1^+^ macrophage subcluster recedes at late stages (after 3 dpi) of acutely injured muscle, corresponding to the regenerative repair. We used previously published scRNA-seq data generated from a study of acutely injured tibialis anterior (TA) muscle, in which whole TA muscle cells were collected from multiple time points (0.5, 2, 3.5, 5, 10, and 21 days) post injury, covering the entire process of acute muscle injury repair [80]. The data of the monocyte/macrophage population from this study was first sorted by clustering, integrated to correct batch differences, and then subjected to analysis for transcriptomically different clusters of monocytes/macrophages.

As shown in Figure 7A, a total of nine subclusters were identified (Figure 7A, Table S5, and Data S2), among which the monocytes, pro-inflammatory, Gpnmb^+^Spp1^+^, and IFNRM subclusters were similar to the corresponding subclusters identified in acutely injured quadriceps muscle at early stages (Figure 2), based on the comparison of their DEGs (Tables S2 and S5, and Data S1 and S2). Two MHCII^hi^ subclusters were identified in this new analysis, with both featuring DEGs of MHCII molecules (*H2-Aa*, *H2-Ab1*, *H2-Eb1*, and *Cd74*) (Figure 7A and Table S5). One MHCII^hi^ cluster was present in both uninjured and injured muscles and was thus named MHCII^hi^-resident subcluster. The other MHCII^hi^ subcluster was present only in injured muscles on and after 3.5 days post-injury, likely differentiated from infiltrating macrophages following injury (Figure 7A,B). Three new subclusters were identified in this analysis: Spp1^+^Arg1^+^, Gpx3^+^, and Ccl8^+^ subclusters. The Spp1^+^Arg1^+^ subcluster shared DEGs with both the Gpnmb^+^Spp1^+^ subcluster (*Spp1*, *Fabp5*, and *Cd9*) and monocytes and pro-inflammatory subclusters (*Arg1*, *Fn1*, *S100a4*, *Pf4*, and *Ccl2*) (Figure 7A, Table S5, and Data S2). This subcluster was almost exclusively identified on day 2 post-injury (Figure 7A,B), suggesting that it may represent an intermediate state between monocyte/pro-inflammatory macrophage subclusters and the Gpnmb^+^Spp1^+^ subcluster. Both Gpx3^+^ and Ccl8^+^ subclusters emerged only on and after day 3.5 post-injury (Figure 7A,B). The Gpx3^+^ subcluster featured DEGs promoting inflammation resolution (*Gpx3*, *Rgs2*, and *Pink1*) [81,82,83] (Table S5 and Data S2). The Ccl8^+^ subcluster featured *Ccl8* and M2-biased genes (*Cbr2*, *Folr2*, and *Mrc1*). *Ccl8* has been reported to be highly expressed by tumor-associated macrophages promoting an immunosuppressive status [84]. Therefore, both Gpx3^+^ and Ccl8^+^ subclusters might potentially play a role in promoting the resolution of inflammatory response to allow the completion of reparative regeneration. 

The fraction of each monocyte/macrophage subcluster in acutely injured skeletal muscle changed along with the repair process (Figure 7B). As we speculated, the Gpnmb^+^Spp1^+^ subcluster started to recede on day 5 (Figure 7B). Meanwhile, the Gpx3^+^ and Ccl8^+^ subclusters emerged on day 3.5 post-injury and persisted into day 21 post-injury (Figure 7B). The temporal changes in these subclusters correspond to the resolution of transient fibrosis and inflammation. The MHCII^hi^ macrophages (including MHCII^hi^ and MHCII^hi^-resident subclusters) gradually became the predominant subtype at later stages, day 10 and day 21 post-injury (Figure 7B). In contrast, the Gpnmb^+^Spp1^+^ subcluster co-existed with the MHCII^hi^ subcluster in both the quadriceps and diaphragm of 14-week-old *mdx^5cv^* mice (Figure 3). As mentioned before, a similar macrophage subtype was also identified in *mdx* muscle at 4–6 weeks of age [35] and in *D2-mdx* muscle at two months of age [37]. Therefore, Gpnmb^+^Spp1^+^ macrophages appear to persist in dystrophic muscles and possibly contribute to muscle fibrosis. Expectedly, the Gpx3^+^ and Ccl8^+^ subclusters were only identified in the late stages of acutely injured skeletal muscle but not in *mdx^5cv^* muscles where chronic inflammation was present.

## 3. Discussion

The transcriptome diversity and dynamics of monocytes/macrophages have been studied using scRNAseq analysis in acute skeletal muscle injury [36,80,85,86,87] and DMD mouse models [35,37,88,89,90,91]. However, the fundamental question why monocytes/macrophages promote the repair of acutely injured muscle while contributing to dystrophic changes in chronically injured muscle remained unanswered. By a direct comparison of the transcriptomes of intramuscular monocytes/macrophages among uninjured, acutely injured, and chronically injured dystrophic muscles, our present scRNA-seq analysis showed no pathogenic monocyte/macrophage subcluster exclusively identified in dystrophic muscle. Instead, our data, along with others’ [35,37], demonstrate that the injury-associated monocytes and Gpnmb^+^Spp1^+^ macrophage subclusters persist in dystrophic muscle but not in acutely injured muscle. The persistence of these two subclusters, which reflects continuous monocyte infiltration and differentiation that is triggered by constant muscle injury in dystrophic muscle, might contribute to chronic inflammation and progressive fibrosis.

The Gpnmb^+^Spp1^+^ macrophages feature the expression of signature genes of SAMs, including *Gpnmb*, *Spp1*, *Fabp5*, *Trem2*, *Cd9*, and *Cd63*, which are reportedly associated with fibrogenesis across different tissues [32,33,34,75,76,77,78,79]. Osteopontin, encoded by *Spp1*, is a highly phosphorylated glycoprotein that has been increasingly recognized for its involvement in the progression of tissue fibrosis [92]. Lack of osteopontin in *mdx* mice by the global genetic deletion of *Spp1* led to reduced intramuscular TGF-β, reduced fibrosis in the diaphragm, and increased muscle regeneration and strength [93], demonstrating an in vivo pro-fibrotic role for this protein. Moreover, the ablation of macrophage-specific *Spp1* in *mdx* led to a reduction in an adipogenic stromal cell population, reduced intramuscular fat accumulation, and improved muscle function [94]. These in vivo findings support the notion that Gpnmb^+^Spp1^+^ macrophages may contribute to the progressive fibrofatty tissue replacement in dystrophic muscle via, at least in part, the osteopontin expression. In line with this hypothesis, spatial transcriptome analysis has shown that Gpnmb^+^Spp1^+^ macrophages are associated with stromal cells and ECM genes in the dystrophic muscle of *mdx* mice [35]. Besides *Spp1*, the macrophage-specific deletion of *Trem2*, another gene differentially expressed by Gpnmb^+^Spp1^+^ macrophages, has been reported to reduce fibrosis in mouse models of pulmonary fibrosis [95] and myocardial infarction [96]. These reports added additional support to the potential fibrogenic roles of Gpnmb^+^Spp1^+^ macrophages in injured skeletal muscle. The Gpnmb^+^Spp1^+^ subcluster identified in the present study represents a significant portion of intramuscular macrophages in both dystrophic muscles and acutely injured muscles from day 3 to day 5, suggesting that this subcluster might contribute not only to the progressive fibrofatty tissue replacement in dystrophic muscle, which is pathogenic, but also to the transient fibrosis in acutely injured muscle, which is a normal process that provides a structural support to acute injury repair. The receding of this subcluster after day 5 might be important to the resolution of the transient fibrosis in acutely injured muscle for the completion of injury repair.

Gpnmb^+^Spp1^+^ macrophages appear multifunctional. They also expresses the highest level of pro-regenerative growth factors, *Igf1* [15,54,55] and *Gdf15* [36], both in day 3 quadriceps and *mdx^5cv^* muscles, suggesting a role in pro-regeneration, which is also suggested by previous reports. Patsalos et al. showed that Gpnmb⁺ macrophage subsets promote muscle regeneration by producing GDF15 [36]. Global Gpnmb knockout impairs muscle regeneration following CTX-induced acute injury [37]. The Gpnmb⁺ macrophage subset resides with regenerating myofibers in both day 4 acutely injured muscle and dystrophic muscle of 2-month-old *D2-mdx* mice as revealed by a spatial transcriptomics study [37]. These findings suggest that in addition to fibrogenesis, Gpnmb^+^Spp1^+^ macrophages may also play a role in myofiber regeneration. Macrophage-specific targeting of the core signature genes of this macrophage subtype is required to precisely define its roles in both acutely and chronically injured muscles. Consistent with the findings from the DMD mouse models, the macrophage subtype that expresses *Spp1* and *Gpnmb* was increased in the dystrophic muscle of DMD patients as compared with healthy controls [97].

Besides the Gpnmb^+^Spp1^+^ subcluster, the present study also identified multiple other transcriptomically diverse monocyte/macrophage subclusters in both acutely and chronically injured skeletal muscles. The monocytes and pro-inflammatory macrophage subclusters appear to be pro-inflammatory, given their very high expression of *Tnf* and *Il1b.* They might also contribute to muscle regeneration because they express a high level of *Tnf* and *Fn1*, which can stimulate the activation and proliferation of MuSCs [52,53]. The IFNRM subcluster features a high-level expression of IFN-responsive genes, along with the genes involved in endogenous DAMP sensing. DEGs of this subcluster are also enriched in pathways of endocytosis and antigen processing. The findings suggest that IFNRMs might participate in phagocytosing apoptotic cells, sensing DAMPs, and activating IFN signaling. They also express the highest level of pro-regenerative factors, *Cxcl10* and *Nampt*, suggesting a potential pro-regenerative role for these macrophages. This is supported by a previously published scRNA-seq study identifying a similar IFNRM subset in day 3 acutely injured muscle, which specifically expressed *Cxcl10*, an IFN-responsive gene, to promote MuSC proliferation [38]. That study also showed that blocking the binding of CXCL10 to its receptor in vivo resulted in poor muscle regeneration after acute muscle injury [38], supporting a pro-regenerative role for this molecule. Another published study showed that, in response to muscle injury, a subset of macrophages secrete NAMPT to stimulate the proliferation of myoblasts and therefore promote skeletal muscle regeneration in vivo [56]. By expressing a considerable level of *Igf1*, the MHCII^hi^ and TLF^+^ subclusters might also contribute to muscle regeneration, ECM remodeling, and fibrosis, as IGF-1 can exert both pro-regenerative [15,54,55] and pro-fibrotic functions [73,74]. Future studies with macrophage-specific targeting of the core signature genes of these macrophage subtypes are needed to verify their functions in injured muscles.

The activation and differentiation of monocytes/macrophage subpopulations appear mainly driven by the muscle tissue microenvironment. In uninjured muscle, the minor presence of IFNRMs may be induced by microinjuries in the steady state, and the MHCII^hi^ and TLF^+^ macrophages also appear to be important for maintaining muscle homeostasis based on their significant expression of *Igf1*. While barely detectable in uninjured muscle, monocytes are prominently present in injured muscle, indicating their active recruitment from blood circulation in response to injury. The monocyte fraction in acutely injured muscles, where injury is monophasic, peaks around day 3 and then recedes progressively, corresponding to inflammation resolution. A significant fraction of monocytes, however, remains in chronically injured dystrophic muscles where low-grade inflammation continues. Consistently, the Gpx3^+^ and Ccl8^+^ subclusters, which appear to promote inflammation resolution, are detected in acutely injured muscle after day 3, along with the injury repair, but not in *mdx^5cv^* muscles. The pro-inflammatory subcluster is primarily identified in day 0.5 to day 2 acutely injured muscles and it predominates the macrophage population in day 0.5 and day 1 muscles. It is barely detectable in later stage acutely injured muscles or in dystrophic muscles. This cluster is thus likely activated by massive muscle necrosis shortly after acute muscle injury. Interestingly, although the monocyte/macrophage subcluster compositions are similar between *mdx^5cv^* quadriceps and diaphragm, the proportions of some subclusters are different: the monocytes and TLF^+^ macrophage subcluster are bigger while the MHCII^hi^ subcluster is smaller in the diaphragm than in quadriceps. Unlike limb muscles including quadriceps, the muscle contraction in the diaphragm is constant, which likely induces higher mechanical stress, leading to more severe myofiber damage compared to quadriceps. This might trigger increased monocytes infiltration in the diaphragm than in quadriceps. We have previously reported that the embryonic non-hematopoietic stem cell-derived muscle resident macrophages, the TLF^+^ macrophages, were replaced over time by the adult bone marrow-derived resident macrophages, mainly the MHCII^hi^ macrophages [13]. This replacement is relatively delayed in the diaphragm than in quadriceps [13], which may contribute, in part, to the relatively larger proportion of the TLF^+^ subcluster in *mdx^5cv^* diaphragm than in *mdx^5cv^* quadriceps.

Both Ly6C^hi^ and Ly6C^lo^ intramuscular monocyte/macrophage subpopulations are heterogeneous, consisting of different subclusters in different injured muscles. But none of these subclusters conform to strict M1 or M2 activation based on their expression of the genes related to the M1 and M2 polarization, including those that encode cell surface makers, cytokines, arginine metabolism enzymes, and transcription factors. Therefore, the Ly6C^hi^/Ly6C^lo^ subtypes do not correlate with the M1/M2 activation status. Instead, the transcriptomes of macrophages change with the altered microenvironment in injured muscle, differentially expressing genes involved in inflammation, myofiber regeneration, and ECM remodeling. In line with our previous report that infiltrating macrophages are broadly activated, rather than bi-polarly activated, to support muscle injury repair [21], the current scRNAseq analysis adds additional evidence that the classical binary M1/M2 paradigm does not apply to the complex in vivo macrophage activation scenario in injured skeletal muscle.

The intramuscular monocyte/macrophage differentiation in injured muscles appears to be multi-directional, not linear. In a classic hypothetical scenario of linear differentiation, one would expect to see blood Ly6C^hi^ monocytes infiltrate skeletal muscle in response to injury and differentiate into Ly6C^hi^ pro-inflammatory macrophages. Ly6C^hi^ pro-inflammatory macrophages would then undergo phenotype switch to differentiate into Ly6C^lo^ macrophages that are anti-inflammatory, pro-fibrotic, and pro-regenerative. However, our analysis indicates that the pro-inflammatory subcluster predominates Ly6C^hi^ monocytes/macrophages only before day 3 post-acute injury, and that monocytes, but not the pro-inflammatory subcluster, comprise the majority of Ly6C^hi^ cells on day 3 post-acute injury when the IFNRMs start to emerge, along with the Gpnmb^+^Spp1^+^ and MHCII^hi^ macrophages. The pro-inflammatory subcluster is also barely detectable in 14-week-old *mdx^5cv^* muscles. Therefore, the IFNRM, Gpnmb^+^Spp1^+^, and MHCII^hi^ subclusters might not be differentiated from the pro-inflammatory subcluster, which is further supported by our pseudotime trajectory analysis. Together, these findings suggest a different monocytes differentiation route at day 3 post-acute injury and in 14-week-old *mdx^5cv^* muscles: blood Ly6C^hi^ monocytes directly differentiate into IFNRM, Gpnmb^+^Spp1^+^, and MHCII^hi^ macrophage subclusters, bypassing the pro-inflammatory stage. It remains unknown whether the pro-inflammatory subcluster on day 1 can differentiate into other Ly6C^lo^ clusters, and whether the Gpnmb^+^Spp1^+^ subcluster can further differentiate into MHCII^hi^ resident-like subcluster at later time points.

The multi-directional differentiation of intramuscular monocytes/macrophages is most likely driven by the diverse microenvironment within different injured muscle samples. There are abundant necrotic myofibers as well as a major influx of neutrophils on day 1 post-acute injury [14,15]. Necrotic cells are a rich source of DAMPs, which are potent stimuli driving the expression of pro-inflammatory genes through TLRs/NF-κB signaling by multiple cell types including monocytes/macrophages [98,99]. Meanwhile, infiltrating neutrophils produce a high level of pro-inflammatory mediators such as TNFα, IL-1β, and reactive oxygen species (ROS) [100], which can also potently stimulate the pro-inflammatory activation of monocytes/macrophages. On day 3 post-injury, the necrotic myofibers start to disappear via phagocytosis [14,15] and the fraction of neutrophils decreases significantly compared to day 1 post-injury. These changes are likely to cause a general loss of a potent pro-inflammatory microenvironment in injured muscle on day 3, in which the newly recruited monocytes undergo differentiation into macrophage subclusters other than the pro-inflammatory subcluster. In 14-week-old *mdx^5cv^* muscles, myofiber necrosis is patchy and not massive [19] and neutrophils are very few (Figure 1C), lacking a potent pro-inflammatory microenvironment. Consequently, the pro-inflammatory subcluster is barely identifiable in dystrophic muscles.

In summary, our study has identified multiple transcriptomically diverse monocyte/macrophage subclusters co-existing in each injured muscle sample. Both Ly6C^hi^ and Ly6C^lo^ macrophages are heterogenous, containing different subclusters which express the genes that are differentially involved in muscle inflammation, regeneration, and ECM remodeling. These subclusters do not conform to strict M1/M2 activation. The differentiation of intramuscular monocyte/macrophage clusters in injured muscles appears multi-directional and driven by specific microenvironment cues within injured muscles. The persistent monocyte/macrophage infiltration and subsequent differentiation induced by continuous injury may underlie the pathogenic roles of macrophages and contribute to dystrophic changes in *mdx^5cv^* muscles. Our study supports the notion that controlling muscle injury and subsequent macrophage infiltration and activation is important to the treatment of DMD.

## 4. Materials and Methods

### 4.1. Animals

*Wild-typed* (*WT*) *C57BL/6J* (Strain #:000664) and *mdx^5cv^* (Strain #:002379) mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). Only males were used in this study because DMD only affect males. Our study protocol was approved by the Institutional Animal Care and Use Committee at Hospital for Special Surgery (New York, NY, USA).

### 4.2. Induction of Acute Skeletal Muscle Injury, and Collection of Muscle Samples

Fourteen-week-old male *WT* mice were used for the induction of acute skeletal muscle injury. BaCl_2_ (Millipore Sigma, Burlington, MA, USA) was dissolved in phosphate-buffered Saline (PBS, Fisher Scientific, Hampton, NH, USA) to a final concentration of 1.2% (*w*/*v*). A total of 100 µL of sterile BaCl_2_ solution was injected into the right quadriceps to induce acute skeletal muscle injury. One and three days post injection, the injured quadriceps was collected. Simultaneously, the quadriceps and diaphragm were collected from 14-week-old male *WT* and *mdx^5cv^* mice. Tendons were removed from the tissue specimens. Collected muscle samples were thoroughly washed in 1 × PBS (pH 7.4) to remove blood contamination.

### 4.3. Muscle Single-Cell Suspension Preparation

Muscle single-cell suspension was prepared by collagenase/dispase digestion. Each muscle was minced in 2.5 mL of digestion solution containing 1 U/mL of collagenase B and 1 U/mL of dispase II (Roche Diagnostics, Indianapolis, IN, USA) in PBS and incubated at 37 °C for 1 h. The reaction was terminated by addition of 10 mL of PBS with 10% of fetal bovine serum (FBS, Corning, Glendale, AZ, USA). The mixture was then filtered through 70-μm cell strainer and subjected to centrifugation at 250× *g* for 5 min. The pellet was collected, and the supernatant was centrifuged again at 250× *g* for 5 min at 4 °C. The pellets were combined, washed with PBS, and centrifuged at 670× *g* for 10 min. The pellet was resuspended in 3 mL of PBS, filtered through a 40-μm cell strainer, layered on an equal volume of Lymphocyte-M solution (Cedarlane, Burlington, NC, USA), and centrifuged at 2100× *g* for 45 min. Cells at the interface were collected in 10 mL PBS containing 10% FBS, centrifuged at 670× *g* for 10 min at 4 °C, and re-suspended in FACS buffer.

### 4.4. Flow Cytometry Analysis and Cell Sorting

Single-cell pellets were washed once in ice-cold FACS buffer (1 × PBS, 0.5% (*w*/*v*) bovine serum albumin (BSA, Millipore Sigma), 0.1% (*w*/*v*) sodium azide), centrifuged at 500× *g* for 3 min at 4 °C, and re-suspended in ice-cold FACS staining buffer (1 × PBS, 2% (*w*/*v*) BSA, 2% (*v*/*v*) normal mouse serum (Millipore Sigma).

For FACS analysis of intramuscular monocytes/macrophages, cells were stained on ice for 20 min with fluorescence-labeled antibodies targeting monocyte/macrophage specific markers. Monocytes/macrophages were identified as CD45^+^CD64^+^F4/80^+^ cells. Ly6C^hi^/Ly6C^lo^ monocytes/macrophages were further separated by simultaneous staining of Ly6C. Fluorescence-labeled corresponding normal IgG isotypes were included as negative controls for gating. All antibodies were from commercial providers and diluted for staining following manufacturer’s recommendations. The following antibodies were from BD Biosciences (Franklin Lakes, NJ, USA): PerCP-Cy5.5 Rat anti-mouse CD45 (Cat. #550994); PE Rat anti-mouse F4/80 (Cat. #565410); PE Rat IgG2a, κ Isotype Control (Cat. #559317); PE-Cy7 Rat IgG2a, κ Isotype Control (Cat. #552784); BV421 Rat IgG2a, κ Isotype Control (Cat. #562602); PerCP-Cy5.5 Rat IgG2b, κ Isotype Control (Cat. #550764). The following antibodies were from BioLegend (San Diego, CA, USA): BV421 Rat anti-mouse CD64 (Cat. #164407); PE-Cy7 Rat anti-mouse Ly6C (Cat. #128018). After staining, cells were washed twice with FACS buffer and analyzed on an LSR II (BD Biosciences, San Jose, CA, USA) with BD FACS Diva^TM^ software (v9.0, BD Biosciences). Collected data were then analyzed using FlowJo software (v10.10.0, Tree Star, Inc., Ashland, OR, USA).

To clean up single cell suspension for subsequent single-cell based analysis, cell sorting based on FSC/SSC was performed to exclude dead cells, cell duplexes, and tissue debris. Cell sorting was performed by the Flow Cytometry Core of the Boston University School of Medicine. Collected cells from 5 individual male mice were combined and pelleted by centrifuging at 300 × g for 10 min. For scRNA-seq analysis, pellets were re-suspended in FBS supplemented with 10% of DMSO and cryopreserved in liquid nitrogen.

### 4.5. Single-Cell cDNA Library Preparation and Sequencing

Cryopreserved cells were thawed in a 37 °C water bath for two minutes. The thawed content was added dropwise into 9 mL of warm freshly prepared RPMI 1640 (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) with 20% of FBS, spun 300g for 5 min, and re-suspended in 5 mL of RPMI with 10% of FBS. The cells were counted, and viability was assessed using Acridine Orange and Propidium Iodide staining followed by counting on a K2 Cellometer (Nexcelome, Lawrence, MA, USA). Next, scRNA-seq was performed following the Single Cell 3′ Reagents Kits V3.1 User Guidelines (10× Genomics, Pleasanton, CA, USA). All samples were above 70% viability. Cells were loaded to target 5000 cells final for generating the single-cell emulsion (Chromium Single Cell 3′ Chip kit A v2 PN-12036 or v3 chip kit B PN-2000060). Reverse-transcription (RT) was performed in the emulsion, cDNA amplified, and library constructed with v3.1 chemistry. Libraries were indexed for multiplexing (Chromium i7 Multiplex kit PN-12062). Following preparation, libraries were quantified by Qubit 3 fluorometer (Invitrogen, Carlsbad, CA, USA) and quality was assessed by Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Equivalent molar concentrations of libraries were pooled, and the reads were adjusted after sequencing the pools in a Miseq (Illumina, San Diego, CA, USA). The libraries were then sequenced in a Novaseq 6000 (Illumina) at the New York Genome Center (NYGC, New York, NY, USA) following 10× Genomics recommendations. 

### 4.6. Single Cell-Based mRNA Sequencing Analysis

External Datasets. Additional wild type macrophages were obtained from GSE142480. Acute injury macrophages were obtained from GSE138826.

Quality Control. The gene by cell expression matrices were loaded to the R package Seurat version 5.0 [101] for downstream analyses. Cells of low quality, defined by the detectable expression of fewer than 200 genes per 1000 Unique Molecular Identifiers (UMI) and greater than 7.5% mitochondrial content, were filtered out. To verify the composition of the filtered dataset, automated annotation of main cell types was performed using SingleR with the ImmGen reference set [30,31].

Normalization. Each cell was scored for cell cycle using the mouse orthologs of cell cycle genes for S and G2M phase using the Seurat command “CellCycleScoring” [102]. The human cell cycle genes were converted to mouse orthologs using the R package gprofiler2 command “gorth” [103]. The difference between S and G2M phase scores was calculated for use during normalization. The data was normalized and scaled while regressing out cell cycle difference and mitochondrial content using the glmGamPoi implementation of the Seurat “SCTransform” function [104]. PCA was performed on the expression. The SNN graph and clusters were found with the Seurat functions “FindClusters” and “FindNeighbors” using the first 10 PCs.

Monocyte/Macrophage Filtering. Clusters showing high expression of the monocyte/macrophage markers Adgre1 and Fcgr1 were selected, and the Seurat “merge” function was used to pool those clusters together. Cells with normalized expression of the monocyte/macrophage markers Adgre1 and Fcgr1 less than one and fibro adipogenic progenitor (FAP) cell markers Pdgfra and Ly6a greater than zero were filtered out. The new pooled monocytes/macrophages were then renormalized using the normalization specified above.

Batch Correction. Given the technical variation in both GSE142480 and GSE138826, batch correction and integration were performed using Harmony [105]. Since Harmony is included as an option for batch correction in the Seurat package, Harmony was run using default parameters on the PCA reduction of the data. For all downstream analyses only the integrated dataset combining GSE142480 and the collected dataset was used.

Pseudotime Trajectory. Monocle 3 and Slingshot were used to perform pseudotime analysis on the pooled MO/MPs [106,107]. For both methods the starting cluster was determined by the highest expression of MO/MP maturity marker gene Ly6c2.

Monocle 3. The Seurat object was converted to a CellDataSet using the Monocle function “as.cell_data_set”. The CellDataSetObject was then clustered and the graph was learned using the Monocle functions “cluster_cells” and “learn_graph”. The cells were then ordered in pseudotime using the Monocle function “order_cells”.

Slingshot. The Seurat was converted to a SingleCellExperiment object using the seurat function “as.SingleCellExperiment”. The “slingshot” function was run on the Harmony dimensionality reduction with the cells divided into two clusters: starting cluster and all other cells.

Differential Gene Expression. Positively and negatively differentially expressed genes were found for each cluster relative to all other clusters using the Seurat function FindAllMarkers. The function parameters min.pct were set to 0.25 and min.diff.pct were set to 0.1.

Functional Enrichment. Gene Set Enrichment Analysis was performed using WebGestalt [108]. A rank file was generated by calculating the log2 fold change (log2FC) for all genes using the Seurat function FoldChange. The genes were then sorted in descending order by log2FC. Webgestalt was run using the Gene Ontology biological processes (GOBP) gene sets at an FDR of 0.05 [109].

### 4.7. Statistical Analysis

Data were analyzed using GraphPad Prism 10 software (v10, GraphPad Software, San Diego, CA, USA). The Mann–Whitney test was performed to compare between the two groups; the Kruskal–Wallis test followed by Dunn’s test was performed to compare multiple (≥3) groups. A *p* value of <0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
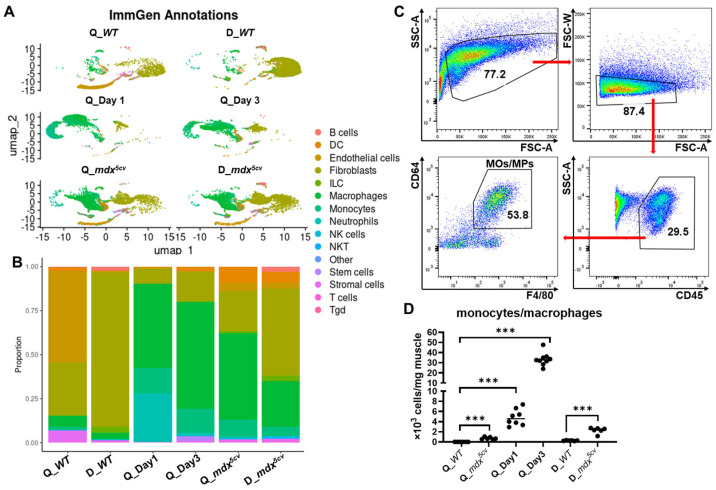
Single-cell-based RNA sequencing (scRNAseq) analysis reveals that monocytes/macrophages expand dramatically in both acutely and chronically injured skeletal muscle compared to uninjured muscle. The skeletal muscle single-cell suspension was prepared from the quadriceps (Q_*WT*) and diaphragm (D_*WT*) of 14-week-old uninjured male *WT* mice, the quadriceps of 14-week-old male *WT* mice at day 1 (Q_Day1) and day 3 (Q_Day3) post-acute injury, and the quadriceps (Q_*mdx^5cv^*) and diaphragm (D_*mdx^5cv^*) of 14-week-old male *mdx^5cv^* mice. scRNAseq analysis was performed with single-cell suspension prepared and combined from 5 mice/group. (**A**) The automated annotation of main cell types was performed using SingleR with the ImmGen reference set. DC: dendritic cell. ILC: innate lymphoid cell. NK cells: nature killer cells. NKT: nature killer/T cell. Tgd: gamma-delta T cells. (**B**) Bar graph showing the proportion of different cell types. (**C**) Representative dot plots showing the gating strategy of intramuscular monocytes/macrophages. The data shown was from the diaphragm of 14-week-old *mdx^5cv^* mice. (**D**) Intramuscular density of total monocytes/macrophages determined by flow cytometry (FACS) analysis. N ≥ 6 mice/group. *** *p* ≤ 0.001.

**Figure 2:**
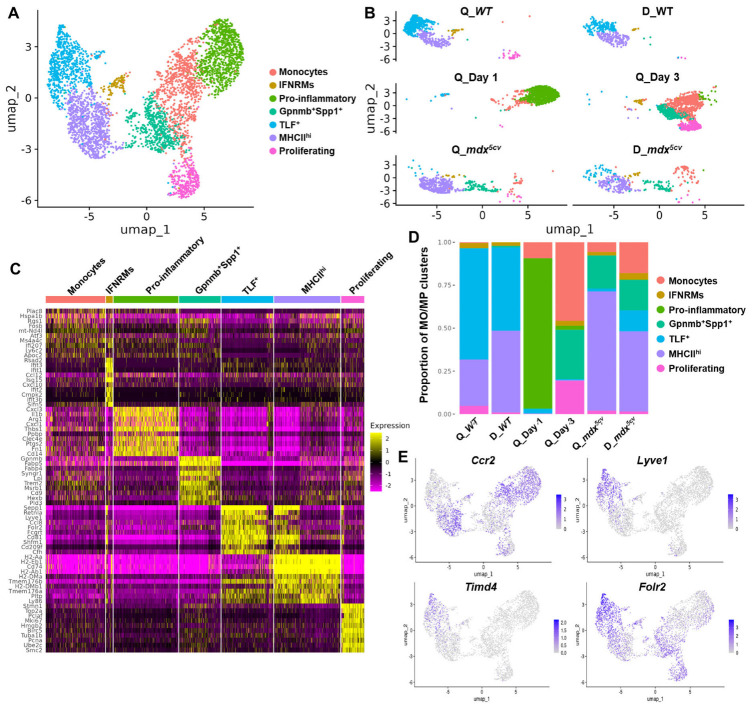
Monocytes/macrophages in uninjured, acutely injured, and chronically injured skeletal muscle contain multiple subclusters with diverse transcriptomes. Monocyte/macrophage scRNAseq data from Q_Day 1, Q_Day 3, Q_*mdx^5cv^*, and D_*mdx^5cv^* were extracted, pooled and integrated with previously published macrophage scRNAseq data from *WT* quadriceps and diaphragm (GEO: GSE142480). (**A**) UMAP of pooled and integrated monocyte/macrophage scRNAseq data identifying subclusters named as indicated. (**B**) UMAP showing monocyte/macrophage subclusters in each individual sample. (**C**) Heatmap of top 10 differentially expressed genes (DEGs) of each monocyte/macrophage subcluster identified. (**D**) Proportion of monocyte/macrophage (MO/MP) subcluster to total monocytes/macrophages in each muscle sample calculated based on the number of each subcluster identified in individual muscle samples. (**E**) Feature plots showing the expression of Ccr2, Lyve1, Timd4, and Folr2 by pooled and integrated monocytes/macrophages.

**Figure 3:**
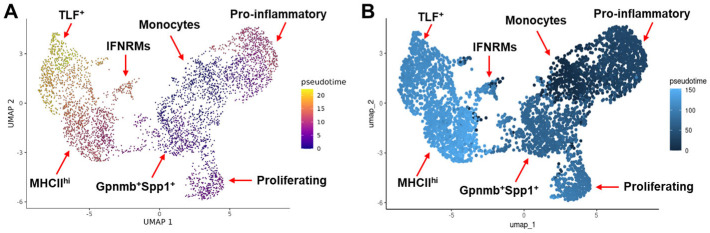
Pseudotime analysis infers the differentiation trajectory of monocyte/macrophage subclusters. Analysis was performed with both Monocle 3 (**A**) and Slingshot (**B**).

**Figure 4:**
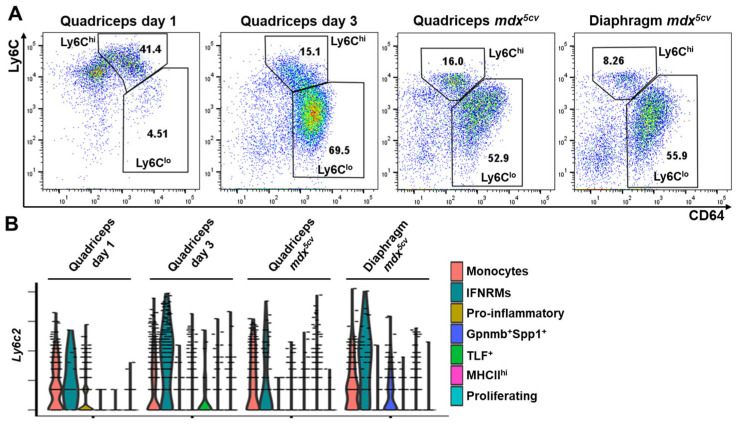
Both Ly6C^hi^ and Ly6C^lo^ intramuscular macrophages are heterogenous. (**A**) Flow cytometry (FACS) analysis identifying Ly6C^hi^ and Ly6C^lo^ monocytes/macrophages (CD64^+^) in acutely and chronically injured skeletal muscles. Dot plots showing the expression of CD64 and Ly6C by gated CD45^+^ cells. N ≥ 5 mice/group. (**B**) Violin plots of scRNAseq analysis showing the expression of the *Ly6c2* gene by different monocyte/macrophage subclusters in each injured muscle sample.

**Figure 5:**
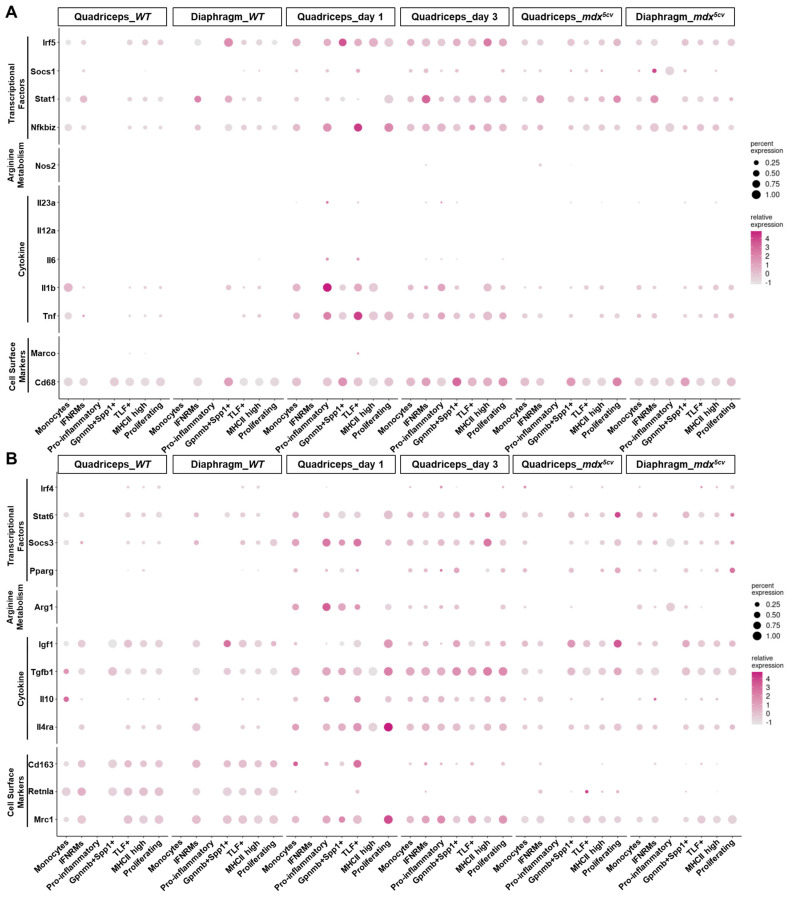
Monocyte/macrophage subclusters in injured skeletal muscle do not conform to strict M1 or M2 activation. Dot plots showing the expression of M1 (**A**) and M2 (**B**) genes by different monocyte/macrophage clusters.

**Figure 6:**
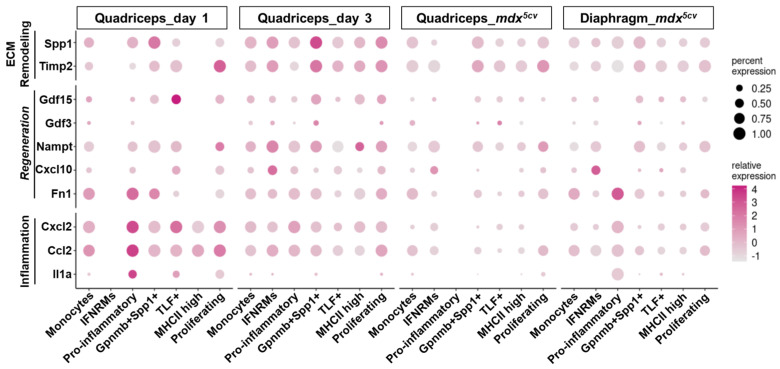
Monocyte/macrophage subclusters express genes differentially involved in inflammation, regeneration, and ECM remodeling, in injured skeletal muscle. Dot plots showing the expression of genes involved in inflammation, regeneration, and ECM remodeling by different monocyte/macrophage clusters.

**Figure 7:**
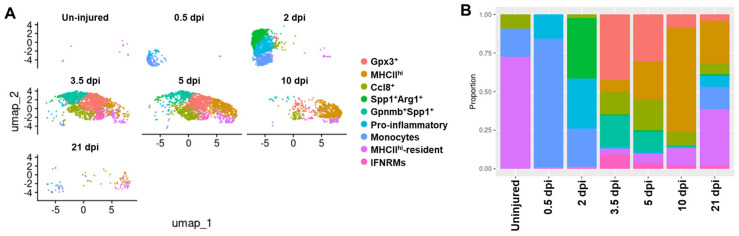
Gpnmb^+^Spp1^+^ macrophage subcluster disappears along with emergence of potentially pro-resolution macrophage subclusters at late stages of acute skeletal muscle injury repair. (**A**) UMAP analysis showing monocyte/macrophage clusters in each muscle sample as labeled. (**B**) Proportion of individual monocyte/macrophage (MO/MP) clusters to total monocytes/macrophages in each muscle sample. dpi: days post injury.

## Data Availability

New single-cell based RNA sequencing (scRNA-seq) data were generated in this study. Data for Quadriceps_*WT*, Diaphragm_*WT*, Quadriceps_*mdx^5cv^*, and Diaphragm_*mdx^5cv^* had been deposited and publicly available at GEO (GSE218201) along with a previous publication [64]. Quadriceps_Day 1 and Quadriceps_Day 3 have been separately deposited at GEO (GSE270031) and are publicly available as of the date of publication.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26168098/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

CCR2	CC chemokine receptor 2
CXCL10	C-X-C motif chemokine ligand 10
DAMPs	Danger-associated molecular patterns
DEGs	Differentially expressed genes
DMD	Duchenne muscular dystrophy
dpi	Days post-injury
ECM	Extracellular matrix
FACS	Flow cytometry analysis
FAPs	Fibro/adipogenic progenitors
GDF15	Growth differentiation factor 15
GPNMB	Glycoprotein nonmetastatic melanoma protein B
HSCs	Hematopoietic stem cells
IFN	Interferon
IFNRM	Interferon responsive macrophage
IGF-1	Insulin-like growth factor-1
IL-6	Interleukin-6
ISGs	Interferon-stimulated genes
MDSC	Myeloid-derived suppressor cell
MHCII	Major histocompatibility complex class II
MMP	Metalloproteinase
MuSCs	Muscle satellite cells
NAMPT	nicotinamide phosphoribosyltransferase
NF-κB	Nuclear factor kappa B
NOD	Nucleotide-binding and oligomerization domain
RIG-I/MDA-5	Retinoic acid-inducible gene I/melanoma differentiation-associated protein 5
ROS	Reactive oxygen species
SAM	Scar-associated macrophage
scRNA-seq	Single-cell-based RNA sequencing
TA	Tibias anterior
TGF-β1	Transforming growth factor-beta 1
TIMP-2	Tissue inhibitor of metalloproteinases-2
TLF	*Timd4* and/or *Lyve1* and/or *Folr2*
TLRs	Toll-like receptors
TNF-α	Tumor necrosis factor-alpha
VEGF	Vascular endothelial growth factor
WT	Wild-typed

## References

[1] Duan D., Goemans N., Takeda S., Mercuri E., Aartsma-Rus A. (2021). Duchenne muscular dystrophy. Nat. Rev. Dis. Primers.

[2] Yin H., Price F., Rudnicki M.A. (2013). Satellite cells and the muscle stem cell niche. Physiol. Rev..

[3] Dumont N.A., Bentzinger C.F., Sincennes M.C., Rudnicki M.A. (2015). Satellite Cells and Skeletal Muscle Regeneration. Compr. Physiol..

[4] Bentzinger C.F., Wang Y.X., Dumont N.A., Rudnicki M.A. (2013). Cellular dynamics in the muscle satellite cell niche. EMBO Rep..

[5] Tidball J.G., Villalta S.A. (2010). Regulatory interactions between muscle and the immune system during muscle regeneration. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[6] Tidball J.G. (2011). Mechanisms of muscle injury, repair, and regeneration. Compr. Physiol..

[7] Wang X., Zhou L. (2022). The Many Roles of Macrophages in Skeletal Muscle Injury and Repair. Front. Cell Dev. Biol..

[8] Thomas A., Wynn A.C., Jeffrey W. (2013). Pollard. Macrophages biology in development, homeostasis and disease. Nature.

[9] Kierdorf K., Prinz M., Geissmann F., Gomez Perdiguero E. (2015). Development and function of tissue resident macrophages in mice. Semin. Immunol..

[10] Hashimoto D., Chow A., Noizat C., Teo P., Beasley M.B., Leboeuf M., Becker C.D., See P., Price J., Lucas D. (2013). Tissue-resident macrophages self-maintain locally throughout adult life with minimal contribution from circulating monocytes. Immunity.

[11] Wynn T.A., Vannella K.M. (2016). Macrophages in Tissue Repair, Regeneration, and Fibrosis. Immunity.

[12] Ginhoux F., Schultze J.L., Murray P.J., Ochando J., Biswas S.K. (2016). New insights into the multidimensional concept of macrophage ontogeny, activation and function. Nat. Immunol..

[13] Wang X., Sathe A.A., Smith G.R., Ruf-Zamojski F., Nair V., Lavine K.J., Xing C., Sealfon S.C., Zhou L. (2020). Heterogeneous origins and functions of mouse skeletal muscle-resident macrophages. Proc. Natl. Acad. Sci. USA.

[14] Arnold L., Henry A., Poron F., Baba-Amer Y., van Rooijen N., Plonquet A., Gherardi R.K., Chazaud B. (2007). Inflammatory monocytes recruited after skeletal muscle injury switch into antiinflammatory macrophages to support myogenesis. J. Exp. Med..

[15] Lu H., Huang D., Saederup N., Charo I.F., Ransohoff R.M., Zhou L. (2011). Macrophages recruited via CCR2 produce insulin-like growth factor-1 to repair acute skeletal muscle injury. FASEB J..

[16] Lu H., Huang D., Ransohoff R.M., Zhou L. (2011). Acute skeletal muscle injury: CCL2 expression by both monocytes and injured muscle is required for repair. FASEB J..

[17] Babaeijandaghi F., Cheng R., Kajabadi N., Soliman H., Chang C.K., Smandych J., Tung L.W., Long R., Ghassemi A., Rossi F.M.V. (2022). Metabolic reprogramming of skeletal muscle by resident macrophages points to CSF1R inhibitors as muscular dystrophy therapeutics. Sci. Transl. Med..

[18] Mojumdar K., Liang F., Giordano C., Lemaire C., Danialou G., Okazaki T., Bourdon J., Rafei M., Galipeau J., Divangahi M. (2014). Inflammatory monocytes promote progression of Duchenne muscular dystrophy and can be therapeutically targeted via CCR2. EMBO Mol. Med..

[19] Zhao W., Wang X., Ransohoff R.M., Zhou L. (2017). CCR2 deficiency does not provide sustained improvement of muscular dystrophy in mdx5cv mice. FASEB J..

[20] Emery A.E.H. (1993). Duchenne Muscular Dystrophy.

[21] Wang X., Zhao W., Ransohoff R.M., Zhou L. (2018). Infiltrating macrophages are broadly activated at the early stage to support acute skeletal muscle injury repair. J. Neuroimmunol..

[22] Mounier R., Theret M., Arnold L., Cuvellier S., Bultot L., Goransson O., Sanz N., Ferry A., Sakamoto K., Foretz M. (2013). AMPKalpha1 regulates macrophage skewing at the time of resolution of inflammation during skeletal muscle regeneration. Cell Metab..

[23] Perdiguero E., Sousa-Victor P., Ruiz-Bonilla V., Jardi M., Caelles C., Serrano A.L., Munoz-Canoves P. (2011). p38/MKP-1-regulated AKT coordinates macrophage transitions and resolution of inflammation during tissue repair. J. Cell Biol..

[24] Wang H., Melton D.W., Porter L., Sarwar Z.U., McManus L.M., Shireman P.K. (2014). Altered macrophage phenotype transition impairs skeletal muscle regeneration. Am. J. Pathol..

[25] Ruffell D., Mourkioti F., Gambardella A., Kirstetter P., Lopez R.G., Rosenthal N., Nerlov C. (2009). A CREB-C/EBPbeta cascade induces M2 macrophage-specific gene expression and promotes muscle injury repair. Proc. Natl. Acad. Sci. USA.

[26] Giannakis N., Sansbury B.E., Patsalos A., Hays T.T., Riley C.O., Han X., Spite M., Nagy L. (2019). Dynamic changes to lipid mediators support transitions among macrophage subtypes during muscle regeneration. Nat. Immunol..

[27] Wang X., Zhou L. (2023). The multifaceted role of macrophages in homeostatic and injured skeletal muscle. Front. Immunol..

[28] Beastrom N., Lu H., Macke A., Canan B.D., Johnson E.K., Penton C.M., Kaspar B.K., Rodino-Klapac L.R., Zhou L., Janssen P.M. (2011). mdx((5)cv) mice manifest more severe muscle dysfunction and diaphragm force deficits than do mdx Mice. Am. J. Pathol..

[29] Stuart T., Butler A., Hoffman P., Hafemeister C., Papalexi E., Mauck W.M., Hao Y., Stoeckius M., Smibert P., Satija R. (2019). Comprehensive Integration of Single-Cell Data. Cell.

[30] Aran D., Looney A.P., Liu L., Wu E., Fong V., Hsu A., Chak S., Naikawadi R.P., Wolters P.J., Abate A.R. (2019). Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat. Immunol..

[31] Heng T.S., Painter M.W., Elpek K., Lukacs-Kornek V., Mauermann N., Turley S.J., Koller D., Kim F.S., Wagers A.J., The Immunological Genome Project Consortium (2008). The Immunological Genome Project: Networks of gene expression in immune cells. Nat. Immunol..

[32] Fabre T., Barron A.M.S., Christensen S.M., Asano S., Bound K., Lech M.P., Wadsworth M.H., Chen X., Wang C., Wang J. (2023). Identification of a broadly fibrogenic macrophage subset induced by type 3 inflammation. Sci. Immunol..

[33] Ramachandran P., Dobie R., Wilson-Kanamori J.R., Dora E.F., Henderson B.E.P., Luu N.T., Portman J.R., Matchett K.P., Brice M., Marwick J.A. (2019). Resolving the fibrotic niche of human liver cirrhosis at single-cell level. Nature.

[34] Ke D., Cao M., Ni J., Yuan Y., Deng J., Chen S., Dai X., Zhou H. (2024). Macrophage and fibroblast trajectory inference and crosstalk analysis during myocardial infarction using integrated single-cell transcriptomic datasets. J. Transl. Med..

[35] Coulis G., Jaime D., Guerrero-Juarez C., Kastenschmidt J.M., Farahat P.K., Nguyen Q., Pervolarakis N., McLinden K., Thurlow L., Movahedi S. (2023). Single-cell and spatial transcriptomics identify a macrophage population associated with skeletal muscle fibrosis. Sci. Adv..

[36] Patsalos A., Halasz L., Medina-Serpas M.A., Berger W.K., Daniel B., Tzerpos P., Kiss M., Nagy G., Fischer C., Simandi Z. (2022). A growth factor-expressing macrophage subpopulation orchestrates regenerative inflammation via GDF-15. J. Exp. Med..

[37] Patsalos A., Halasz L., Oleksak D., Wei X., Nagy G., Tzerpos P., Conrad T., Hammers D.W., Sweeney H.L., Nagy L. (2024). Spatiotemporal transcriptomic mapping of regenerative inflammation in skeletal muscle reveals a dynamic multilayered tissue architecture. J. Clin. Investig..

[38] Zhang C., Cheng N., Qiao B., Zhang F., Wu J., Liu C., Li Y., Du J. (2020). Age-related decline of interferon-gamma responses in macrophage impairs satellite cell proliferation and regeneration. J. Cachexia Sarcopenia Muscle.

[39] Mulder K., Patel A.A., Kong W.T., Piot C., Halitzki E., Dunsmore G., Khalilnezhad S., Irac S.E., Dubuisson A., Chevrier M. (2021). Cross-tissue single-cell landscape of human monocytes and macrophages in health and disease. Immunity.

[40] Dick S.A., Wong A., Hamidzada H., Nejat S., Nechanitzky R., Vohra S., Mueller B., Zaman R., Kantores C., Aronoff L. (2022). Three tissue resident macrophage subsets coexist across organs with conserved origins and life cycles. Sci. Immunol..

[41] Geissmann F., Jung S., Littman D.R. (2003). Blood monocytes consist of two principal subsets with distinct migratory properties. Immunity.

[42] Martinez F.O., Gordon S. (2014). The M1 and M2 paradigm of macrophage activation: Time for reassessment. F1000prime Rep..

[43] Martinez F.O., Gordon S., Locati M., Mantovani A. (2006). Transcriptional profiling of the human monocyte-to-macrophage differentiation and polarization: New molecules and patterns of gene expression. J. Immunol..

[44] Murray P.J., Allen J.E., Biswas S.K., Fisher E.A., Gilroy D.W., Goerdt S., Gordon S., Hamilton J.A., Ivashkiv L.B., Lawrence T. (2014). Macrophage activation and polarization: Nomenclature and experimental guidelines. Immunity.

[45] Yang Z., Ming X.F. (2014). Functions of arginase isoforms in macrophage inflammatory responses: Impact on cardiovascular diseases and metabolic disorders. Front. Immunol..

[46] Mauro A. (1961). Satellite cell of skeletal muscle fibers. J. Biophys. Biochem. Cytol..

[47] Murphy M.M., Lawson J.A., Mathew S.J., Hutcheson D.A., Kardon G. (2011). Satellite cells, connective tissue fibroblasts and their interactions are crucial for muscle regeneration. Development.

[48] Wang Y.X., Rudnicki M.A. (2011). Satellite cells, the engines of muscle repair. Nat. Rev. Mol. Cell Biol..

[49] Dumont N.A., Wang Y.X., Rudnicki M.A. (2015). Intrinsic and extrinsic mechanisms regulating satellite cell function. Development.

[50] Sousa-Victor P., Garcia-Prat L., Munoz-Canoves P. (2022). Control of satellite cell function in muscle regeneration and its disruption in ageing. Nat. Rev. Mol. Cell Biol..

[51] Zhang C., Li Y., Wu Y., Wang L., Wang X., Du J. (2013). Interleukin-6/signal transducer and activator of transcription 3 (STAT3) pathway is essential for macrophage infiltration and myoblast proliferation during muscle regeneration. J. Biol. Chem..

[52] Li Y.-P. (2002). TNF-α is a mitogen in skeletal muscle. Am. J. Physiol. Cell Physiol..

[53] Bentzinger C.F., Wang Y.X., von Maltzahn J., Soleimani V.D., Yin H., Rudnicki M.A. (2013). Fibronectin regulates Wnt7a signaling and satellite cell expansion. Cell Stem Cell.

[54] Dumont N., Frenette J. (2010). Macrophages protect against muscle atrophy and promote muscle recovery in vivo and in vitro: A mechanism partly dependent on the insulin-like growth factor-1 signaling molecule. Am. J. Pathol..

[55] Tonkin J., Temmerman L., Sampson R.D., Gallego-Colon E., Barberi L., Bilbao D., Schneider M.D., Musaro A., Rosenthal N. (2015). Monocyte/Macrophage-derived IGF-1 Orchestrates Murine Skeletal Muscle Regeneration and Modulates Autocrine Polarization. Mol. Ther..

[56] Ratnayake D., Nguyen P.D., Rossello F.J., Wimmer V.C., Tan J.L., Galvis L.A., Julier Z., Wood A.J., Boudier T., Isiaku A.I. (2021). Macrophages provide a transient muscle stem cell niche via NAMPT secretion. Nature.

[57] Varga T., Mounier R., Patsalos A., Gogolak P., Peloquin M., Horvath A., Pap A., Daniel B., Nagy G., Pintye E. (2016). Macrophage PPARgamma, a Lipid Activated Transcription Factor Controls the Growth Factor GDF3 and Skeletal Muscle Regeneration. Immunity.

[58] Patsalos A., Simandi Z., Hays T.T., Peloquin M., Hajian M., Restrepo I., Coen P.M., Russell A.J., Nagy L. (2018). In vivo GDF3 administration abrogates aging related muscle regeneration delay following acute sterile injury. Aging Cell.

[59] Villalta S.A., Rinaldi C., Deng B., Liu G., Fedor B., Tidball J.G. (2011). Interleukin-10 reduces the pathology of mdx muscular dystrophy by deactivating M1 macrophages and modulating macrophage phenotype. Hum. Mol. Genet..

[60] Huynh T., Reed C., Blackwell Z., Phelps P., Herrera L.C.P., Almodovar J., Zaharoff D.A., Wolchok J. (2023). Local IL-10 delivery modulates the immune response and enhances repair of volumetric muscle loss muscle injury. Sci. Rep..

[61] Joe A.W., Yi L., Natarajan A., Le Grand F., So L., Wang J., Rudnicki M.A., Rossi F.M. (2010). Muscle injury activates resident fibro/adipogenic progenitors that facilitate myogenesis. Nat. Cell Biol..

[62] Uezumi A., Fukada S., Yamamoto N., Takeda S., Tsuchida K. (2010). Mesenchymal progenitors distinct from satellite cells contribute to ectopic fat cell formation in skeletal muscle. Nat. Cell Biol..

[63] Uezumi A., Ikemoto-Uezumi M., Tsuchida K. (2014). Roles of nonmyogenic mesenchymal progenitors in pathogenesis and regeneration of skeletal muscle. Front. Physiol..

[64] Wang X., Chen J., Homma S.T., Wang Y., Smith G.R., Ruf-Zamojski F., Sealfon S.C., Zhou L. (2023). Diverse effector and regulatory functions of fibro/adipogenic progenitors during skeletal muscle fibrosis in muscular dystrophy. Iscience.

[65] Lemos D.R., Babaeijandaghi F., Low M., Chang C.K., Lee S.T., Fiore D., Zhang R.H., Natarajan A., Nedospasov S.A., Rossi F.M. (2015). Nilotinib reduces muscle fibrosis in chronic muscle injury by promoting TNF-mediated apoptosis of fibro/adipogenic progenitors. Nat. Med..

[66] Uezumi A., Ito T., Morikawa D., Shimizu N., Yoneda T., Segawa M., Yamaguchi M., Ogawa R., Matev M.M., Miyagoe-Suzuki Y. (2011). Fibrosis and adipogenesis originate from a common mesenchymal progenitor in skeletal muscle. J. Cell Sci..

[67] Lenga Y., Koh A., Perera A.S., McCulloch C.A., Sodek J., Zohar R. (2008). Osteopontin expression is required for myofibroblast differentiation. Circ. Res..

[68] Kandalam V., Basu R., Abraham T., Wang X., Soloway P.D., Jaworski D.M., Oudit G.Y., Kassiri Z. (2010). TIMP2 deficiency accelerates adverse post-myocardial infarction remodeling because of enhanced MT1-MMP activity despite lack of MMP2 activation. Circ. Res..

[69] Tatti O., Vehvilainen P., Lehti K., Keski-Oja J. (2008). MT1-MMP releases latent TGF-beta1 from endothelial cell extracellular matrix via proteolytic processing of LTBP-1. Exp. Cell Res..

[70] Wang Z., Juttermann R., Soloway P.D. (2000). TIMP-2 is required for efficient activation of proMMP-2 in vivo. J. Biol. Chem..

[71] Ahmad K., Shaikh S., Chun H.J., Ali S., Lim J.H., Ahmad S.S., Lee E.J., Choi I. (2023). Extracellular matrix: The critical contributor to skeletal muscle regeneration-a comprehensive review. Inflamm. Regen..

[72] Mahdy M.A.A. (2019). Skeletal muscle fibrosis: An overview. Cell Tissue Res..

[73] Hernandez D.M., Kang J.H., Choudhury M., Andrianifahanana M., Yin X., Limper A.H., Leof E.B. (2020). IPF pathogenesis is dependent upon TGFbeta induction of IGF-1. FASEB J..

[74] Hung C.F., Rohani M.G., Lee S.S., Chen P., Schnapp L.M. (2013). Role of IGF-1 pathway in lung fibroblast activation. Respir. Res..

[75] Hoeft K., Schaefer G.J.L., Kim H., Schumacher D., Bleckwehl T., Long Q., Klinkhammer B.M., Peisker F., Koch L., Nagai J. (2023). Platelet-instructed SPP1(+) macrophages drive myofibroblast activation in fibrosis in a CXCL4-dependent manner. Cell Rep..

[76] Hendrikx T., Porsch F., Kiss M.G., Rajcic D., Papac-Milicevic N., Hoebinger C., Goederle L., Hladik A., Shaw L.E., Horstmann H. (2022). Soluble TREM2 levels reflect the recruitment and expansion of TREM2(+) macrophages that localize to fibrotic areas and limit NASH. J. Hepatol..

[77] Ouyang J.F., Mishra K., Xie Y., Park H., Huang K.Y., Petretto E., Behmoaras J. (2023). Systems level identification of a matrisome-associated macrophage polarisation state in multi-organ fibrosis. eLife.

[78] Morse C., Tabib T., Sembrat J., Buschur K.L., Bittar H.T., Valenzi E., Jiang Y., Kass D.J., Gibson K., Chen W. (2019). Proliferating SPP1/MERTK-expressing macrophages in idiopathic pulmonary fibrosis. Eur. Respir. J..

[79] Palma A. (2025). The Landscape of SPP1(+) Macrophages Across Tissues and Diseases: A Comprehensive Review. Immunology.

[80] Oprescu S.N., Yue F., Qiu J., Brito L.F., Kuang S. (2020). Temporal Dynamics and Heterogeneity of Cell Populations during Skeletal Muscle Regeneration. Iscience.

[81] Nirgude S., Choudhary B. (2021). Insights into the role of GPX3, a highly efficient plasma antioxidant, in cancer. Biochem. Pharmacol..

[82] Joshi J.C., Joshi B., Zhang C., Banerjee S., Vellingiri V., Raghunathrao V.A.B., Anwar M., Rokade T.P., Zhang L., Amin R. (2025). RGS2 is an innate immune checkpoint for suppressing Gαq-mediated IFNγ generation and lung injury. Iscience.

[83] Patoli D., Mignotte F., Deckert V., Dusuel A., Dumont A., Rieu A., Jalil A., Van Dongen K., Bourgeois T., Gautier T. (2020). Inhibition of mitophagy drives macrophage activation and antibacterial defense during sepsis. J. Clin. Investig..

[84] Sattiraju A., Kang S., Giotti B., Chen Z., Marallano V.J., Brusco C., Ramakrishnan A., Shen L., Tsankov A.M., Hambardzumyan D. (2023). Hypoxic niches attract and sequester tumor-associated macrophages and cytotoxic T cells and reprogram them for immunosuppression. Immunity.

[85] Barai P., Chen J. (2024). Cytokine expression and cytokine-mediated cell-cell communication during skeletal muscle regeneration revealed by integrative analysis of single-cell RNA sequencing data. J. Cell Commun. Signal..

[86] Chen Y.F., Lee C.W., Li Y.J., Lin W.T., Chen H.Y., Chen Y.C., Lin C.H., Ho J.H., Lu L.F., Chien S. (2025). Temporal single-cell sequencing analysis reveals that GPNMB-expressing macrophages potentiate muscle regeneration. Exp. Mol. Med..

[87] Sousa N.S., Bica M., Bras M.F., Sousa A.C., Antunes I.B., Encarnacao I.A., Costa T.M., Martins I.B., Barbosa-Morais N.L., Sousa-Victor P. (2024). The immune landscape of murine skeletal muscle regeneration and aging. Cell Rep..

[88] Vitaliti A., Reggio A., Colletti M., Galardi A., Palma A. (2024). Integration of single-cell datasets depicts profiles of macrophages and fibro/adipogenic progenitors in dystrophic muscle. Exp. Cell Res..

[89] Ren S., Fu X., Guo W., Bai R., Li S., Zhang T., Liu J., Wang Z., Zhao H., Suo S. (2024). Profound cellular defects attribute to muscular pathogenesis in the rhesus monkey model of Duchenne muscular dystrophy. Cell.

[90] Saleh K.K., Xi H., Switzler C., Skuratovsky E., Romero M.A., Chien P., Gibbs D., Gane L., Hicks M.R., Spencer M.J. (2022). Single cell sequencing maps skeletal muscle cellular diversity as disease severity increases in dystrophic mouse models. Iscience.

[91] Wang Y., Wang X., Alabdullatif S., Homma S.T., Alekseyev Y.O., Zhou L. (2025). Expansion and pathogenic activation of skeletal muscle-resident macrophages in mdx(5cv)/Ccr2(-/-) mice. Proc. Natl. Acad. Sci. USA.

[92] Tang Z., Xia Z., Wang X., Liu Y. (2023). The critical role of osteopontin (OPN) in fibrotic diseases. Cytokine Growth Factor Rev..

[93] Vetrone S.A., Montecino-Rodriguez E., Kudryashova E., Kramerova I., Hoffman E.P., Liu S.D., Miceli M.C., Spencer M.J. (2009). Osteopontin promotes fibrosis in dystrophic mouse muscle by modulating immune cell subsets and intramuscular TGF-beta. J. Clin. Investig..

[94] Farahat P.K., Kumagai-Cresse C., Aragon R.L., Ma F., Amakor J.K., Espinoza A., Kramerova I., Jimenez R.J., Smith B.M., Perez J. (2025). Macrophage-derived Spp1 promotes intramuscular fat in dystrophic muscle. JCI Insight.

[95] Cui H., Banerjee S., Xie N., Hussain M., Jaiswal A., Liu H., Kulkarni T., Antony V.B., Liu R.M., Colonna M. (2025). TREM2 promotes lung fibrosis via controlling alveolar macrophage survival and pro-fibrotic activity. Nat. Commun..

[96] Gong S., Zhai M., Shi J., Yu G., Lei Z., Shi Y., Zeng Y., Ju P., Yang N., Zhang Z. (2024). TREM2 macrophage promotes cardiac repair in myocardial infarction by reprogramming metabolism via SLC25A53. Cell Death Differ..

[97] Scripture-Adams D.D., Chesmore K.N., Barthelemy F., Wang R.T., Nieves-Rodriguez S., Wang D.W., Mokhonova E.I., Douine E.D., Wan J., Little I. (2022). Single nuclei transcriptomics of muscle reveals intra-muscular cell dynamics linked to dystrophin loss and rescue. Commun. Biol..

[98] Chen G.Y., Nunez G. (2010). Sterile inflammation: Sensing and reacting to damage. Nat. Rev. Immunol..

[99] Ma M., Jiang W., Zhou R. (2024). DAMPs and DAMP-sensing receptors in inflammation and diseases. Immunity.

[100] Aroca-Crevillen A., Vicanolo T., Ovadia S., Hidalgo A. (2024). Neutrophils in Physiology and Pathology. Annu. Rev. Pathol..

[101] Hao Y., Stuart T., Kowalski M.H., Choudhary S., Hoffman P., Hartman A., Srivastava A., Molla G., Madad S., Fernandez-Granda C. (2024). Dictionary learning for integrative, multimodal and scalable single-cell analysis. Nat Biotechnol.

[102] Tirosh I., Izar B., Prakadan S.M., Wadsworth M.H., Treacy D., Trombetta J.J., Rotem A., Rodman C., Lian C., Murphy G. (2016). Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. Science.

[103] Kolberg L., Raudvere U., Kuzmin I., Vilo J., Peterson H. (2020). gprofiler2—An R package for gene list functional enrichment analysis and namespace conversion toolset g:Profiler. F1000Res.

[104] Ahlmann-Eltze C., Huber W. (2021). glmGamPoi: Fitting Gamma-Poisson generalized linear models on single cell count data. Bioinformatics.

[105] Korsunsky I., Millard N., Fan J., Slowikowski K., Zhang F., Wei K., Baglaenko Y., Brenner M., Loh P.R., Raychaudhuri S. (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods.

[106] Trapnell C., Cacchiarelli D., Grimsby J., Pokharel P., Li S., Morse M., Lennon N.J., Livak K.J., Mikkelsen T.S., Rinn J.L. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol..

[107] Street K., Risso D., Fletcher R.B., Das D., Ngai J., Yosef N., Purdom E., Dudoit S. (2018). Slingshot: Cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genom..

[108] Wang J., Vasaikar S., Shi Z., Greer M., Zhang B. (2017). WebGestalt 2017: A more comprehensive, powerful, flexible and interactive gene set enrichment analysis toolkit. Nucleic Acids Res..

[109] Gene Ontology C., Aleksander S.A., Balhoff J., Carbon S., Cherry J.M., Drabkin H.J., Ebert D., Feuermann M., Gaudet P., Harris N.L. (2023). The Gene Ontology knowledgebase in 2023. Genetics.

# Supplementary material for: Heterogeneous Macrophage Activation in Acute Skeletal Muscle Sterile Injury and mdx5cv Model of Muscular Dystrophy
**Source:** Int J Mol Sci. 2025 Aug 21;26(16):8098. doi: 10.3390/ijms26168098
**Supplement:** Supplementary file 1

Supplementary Table S1. scRNA-seq Quality Control

| Sample ID                                    | <i>WT</i> _quadriceps | <i>WT</i> _diaphragm | <i>mdx</i> <sup>5cv</sup> _quadriceps | <i>mdx</i> <sup>5cv</sup> _diaphragm | day 1 _quadriceps | day 3 _quadriceps |
|----------------------------------------------|-----------------------|----------------------|---------------------------------------|--------------------------------------|-------------------|-------------------|
| Estimated Number of Cells                    | 6,545                 | 8,485                | 9,897                                 | 8,286                                | 7,367             | 6,640             |
| Mean Reads per Cell                          | 43,703                | 33,343               | 30,252                                | 34,137                               | 35,440            | 44,464            |
| Median Genes per Cell                        | 962                   | 1,746                | 1,800                                 | 1,761                                | 2,257             | 2,926             |
| Median UMI Counts per Cell                   | 1,780                 | 4,128                | 4,603                                 | 4,505                                | 8,640             | 10,578            |
| Reads Mapped Confidently to Intronic Regions | 22.3%                 | 17.5%                | 21.9%                                 | 20.7%                                | 14.8%             | 16.4%             |
| Reads Mapped Confidently to Exonic Regions   | 69.9%                 | 74.4%                | 69.3%                                 | 71.1%                                | 77.0%             | 74.0%             |
| Reads Mapped Confidently to Transcriptome    | 68.3%                 | 72.7%                | 67.8%                                 | 69.6%                                | 74.6%             | 71.9%             |
| Q30 Bases in RNA Read                        | 94.3%                 | 93.5%                | 94.4%                                 | 94.5%                                | 93.9%             | 94.6%             |
| Fraction Reads in Cells                      | 85.5%                 | 93.1%                | 94.3%                                 | 94.1%                                | 96.9%             | 92.6%             |

**Supplementary Table S2. Top 50 differentially expressed genes (DEGs) of different monocyte/macrophage sub-clusters**

**Supplementary Table S3. Functional enrichment analysis of different monocyte/macrophage sub-clusters**

|                                          |                                                                                                                                                                                           |
|------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Monocytes</b>                         | phagocytosis                                                                                                                                                                              |
|                                          | cell adhesion                                                                                                                                                                             |
|                                          | integrin-mediated signaling pathway                                                                                                                                                       |
|                                          | cell extravasation                                                                                                                                                                        |
|                                          | reactive oxygen species metabolic process                                                                                                                                                 |
|                                          | cellular detoxification                                                                                                                                                                   |
|                                          | type I interferon signaling pathway                                                                                                                                                       |
| <b>IFNRMs</b>                            | Type I/II IFN signaling                                                                                                                                                                   |
|                                          | Endocytosis/Antigen processing and presentation                                                                                                                                           |
|                                          | RIG-I/MDA-5 signaling pathway                                                                                                                                                             |
|                                          | NOD-like receptor signaling pathway                                                                                                                                                       |
|                                          | Cytosolic DNA-sensing pathway                                                                                                                                                             |
|                                          | IL-10 anti-inflammatory signaling pathway                                                                                                                                                 |
| <b>Pro-inflammatory</b>                  | acute inflammatory responses: 1) TLR/TNFα/NF-κB signaling; 2) Myeloid leukocytes chemotaxis; 3) Myeloid leukocytes activation; 4) C-type lectin signaling; 5) inflammasome; 6) phagosome. |
|                                          | stress responses: 1) ROS/RNS metabolism process; 2) HIF signaling                                                                                                                         |
|                                          | VEGFA-VEGFR2 signaling                                                                                                                                                                    |
|                                          | Apoptosis                                                                                                                                                                                 |
| <b>Gpnmb<sup>+</sup>Spp1<sup>+</sup></b> | lipid metabolism, transport, and storage                                                                                                                                                  |
|                                          | Plasma lipoprotein assembly, remodeling, and clearance                                                                                                                                    |
|                                          | PPAR signaling pathway                                                                                                                                                                    |
|                                          | Lysosome                                                                                                                                                                                  |
|                                          | Phagosome                                                                                                                                                                                 |
|                                          | Glycosaminoglycan degradation                                                                                                                                                             |
|                                          | Energy metabolism: 1) ATPase activity; 2) protein catabolic process;                                                                                                                      |
|                                          | Antigen processing-Cross presentation                                                                                                                                                     |
| <b>MHCII<sup>hi</sup></b>                | Antigen processing and presentation via MHC class II                                                                                                                                      |
|                                          | Th1 and Th2 cell differentiation                                                                                                                                                          |
|                                          | Complement activation classical pathway                                                                                                                                                   |
|                                          | regulation of cell motility                                                                                                                                                               |
| <b>TLF<sup>+</sup></b>                   | Lipid metabolism                                                                                                                                                                          |
|                                          | Lysosome                                                                                                                                                                                  |
|                                          | Efferocytosis                                                                                                                                                                             |
|                                          | integrin complex                                                                                                                                                                          |
| <b>Proliferating</b>                     | Cell cycling                                                                                                                                                                              |

Supplementary Table S4. Cell number and percentage of each cluster to total monocytes/macrophages

| Sample ID                            | Quadriceps_ <i>WT</i> |            | Diaphragm_ <i>WT</i> |            | Quadriceps_day 1 |            | Quadriceps_day 3 |            | Quadriceps_ <i>mdx</i> <sup>5cv</sup> |            | Diaphragm_ <i>mdx</i> <sup>5cv</sup> |            |
|--------------------------------------|-----------------------|------------|----------------------|------------|------------------|------------|------------------|------------|---------------------------------------|------------|--------------------------------------|------------|
|                                      | Number                | Percentage | Number               | Percentage | Number           | Percentage | Number           | Percentage | Number                                | Percentage | Number                               | Percentage |
| Monocytes                            | 3                     | 0.4348     | 0                    | 0          | 90               | 9.375      | 605              | 45.7294    | 29                                    | 5.6974     | 72                                   | 17.9551    |
| IFNRMs                               | 21                    | 3.0435     | 7                    | 2.1084     | 0                | 0          | 38               | 2.8723     | 10                                    | 1.9646     | 15                                   | 3.7406     |
| Pro-inflammatory                     | 0                     | 0          | 0                    | 0          | 839              | 87.3958    | 31               | 2.3432     | 0                                     | 0          | 1                                    | 0.2494     |
| Gpnmb <sup>+</sup> Spp1 <sup>+</sup> | 1                     | 0.1449     | 3                    | 0.9036     | 4                | 0.4167     | 380              | 28.7226    | 98                                    | 19.2534    | 71                                   | 17.7057    |
| TLF <sup>+</sup>                     | 446                   | 64.6377    | 161                  | 48.4940    | 24               | 2.5        | 7                | 0.5291     | 9                                     | 1.7682     | 49                                   | 12.2195    |
| MHCII <sup>hi</sup>                  | 186                   | 26.9565    | 158                  | 47.5904    | 1                | 0.1042     | 6                | 0.4535     | 353                                   | 69.3517    | 187                                  | 46.6334    |
| Proliferating                        | 33                    | 4.7826     | 3                    | 0.9036     | 2                | 0.2083     | 256              | 19.3500    | 10                                    | 1.9646     | 6                                    | 1.4963     |
| Total                                | 690                   | 100        | 332                  | 100        | 960              | 100        | 1323             | 100        | 509                                   | 100        | 401                                  | 100        |

Supplementary Table S5. Top 50 differentially expressed genes (DEGs) of different monocyte/macrophage sub-clusters

How the deposited data were processed for this re-analysis (not part of the article)

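The libraries of single cells from quadriceps of male wild-type mice at 1 and 3 days after BaCl2 injury were re-analysed, 1 library per time point from 5 pooled mice, and the other samples of the study were not analysed here. The authors deposited raw UMI counts per gene and barcode from 10x Genomics 3-prime libraries, written by Cell Ranger for every listed barcode, with no normalization and no call of cells. The list of possible barcodes was far longer on day 3 than on day 1, and the paper names chip kits of different versions. Library chemistry may therefore differ and is confounded with the day. The genome build is not named in the paper's text, and no coordinates are given.

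The 7367 barcodes of day 1 and 6640 of day 3 with the most UMIs were taken as cells, after the numbers in Table S1, with medians of 8640.0 and 10578 UMIs. Cells with fewer than 200 genes, fewer than 1000 UMIs or more than 7.5% mitochondrial UMIs were left out. Doublets were kept, and an alternative removed the 363 cells of day 1 and 171 of day 3 with the highest Scrublet scores, the share expected at 0.8% per 1000 cells. Counts were normalized with SCTransform in Seurat 5.3.0 (sctransform 0.4.2, R 4.3.3), regressing out the difference of the S and G2M scores and the mitochondrial share, with 3000 variable features, 10 PCs and a resolution of 0.8. The naming markers and the named genes were left out of the variable features. A cluster took the name of the list of markers with the highest score when at least 3 of its markers were raised and no other list had more markers among the 10 leading genes. Other clusters, and clusters of few UMIs per cell with none of their markers among the leading genes, stayed unnamed; names carry the ending -like. As an alternative, each cell was given the name of its highest marker score.

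Levels are CPM of UMIs summed over the cells of a group, with exact Poisson intervals, shares carry Clopper-Pearson intervals, and log2 ratios have 0.5 added to each count and the exact binomial interval of a ratio of counts. With 1 library per condition there was no test, and no paired analysis was possible because the mice of the libraries differ. The selected monocytes/macrophages held 14960172 UMIs on day 1 and 15980993 on day 3. Ambient RNA was read from barcodes with at most 100 UMIs, and its share in monocytes/macrophages, estimated from Col1a1, Col1a2, Col3a1 and Dcn, was 0.856% on day 1 and 0.900% on day 3. Diffusion pseudotime used scanpy 1.11.5 in Python 3.11.15, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

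The genes named are those the paper's text names for the subclusters of injured quadriceps, the sex-linked genes Xist, Ddx3y, Uty, Eif2s3y and Kdm5d, and the 5 genes with the highest and the 5 with the lowest log2 ratio over all monocytes/macrophages among genes with at least 500 UMIs, leaving out mitochondrial and ribosomal protein genes. Alternatives changed, each in turn, the call of cells, the mitochondrial limit, the reading of low quality, doublet removal, the normalization, the number of PCs, the resolution, the variable features, the clustering of each library on its own, the selection and naming of cells, the summary of CPM, ambient RNA and depth. The log2 ratio of day 3 over day 1 over all monocytes/macrophages was tested on simulated data with 5095 genes, of which 200 were changed: all of these changed genes had their interval on the right side of 0, the median error was 0.04 and 94.9% of the intervals held the true ratio. Set enrichment, SingleR annotation, Monocle 3 and Slingshot were not used here.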

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

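The tests of neutrophil RNA for Serpinb2 and Bcl2a1a were written before their values were seen. Both genes were nevertheless picked after their log2 ratios were known. The comparisons with the Plac8-led cluster and with dendritic cell-like and fibroblast/FAP-like cells were chosen after the values were seen.

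Serpinb2 and Bcl2a1a, which neither the paper's text nor its lists of top genes name, were among the 5 genes with the lowest log2 ratios of CPM, day 3 over day 1, over all monocytes/macrophages. The ratio was -6.30 (95% CI -6.94 to -5.77) for Serpinb2, with 1951 UMIs on day 1 and 26 on day 3, and -6.23 (95% CI -7.30 to -5.44) for Bcl2a1a, with 805 and 11 UMIs. Neutrophil-like cells were far more frequent on day 1, so their RNA was tested as a source. At the share that S100a8 allows, it made up 0.106% of the day 1 level of Serpinb2 and 11.7% of that of Bcl2a1a, far below what would be needed to explain either. The ratio differed between cell types: that of Serpinb2 was -5.99 in fibroblast/FAP-like cells, -3.04 in dendritic cell-like cells and -0.18 (95% CI -0.61 to 0.25) in the Plac8-led unnamed cluster, and that of Bcl2a1a -3.70, -2.87 and -2.36 (95% CI -3.56 to -1.41). Whether the falls in fibroblast/FAP-like and dendritic cell-like cells are macrophage RNA was not tested for these genes. The difference between monocytes/macrophages and the Plac8-led cluster, -6.12 for Serpinb2, argues against a difference between the libraries that acts on every cell alike as the whole cause. For Bcl2a1a the difference was -3.87, but with only 10 UMIs in that cluster on day 3. In dendritic cell-like cells, with 473 UMIs of Bcl2a1a on day 1 and 53 on day 3, the interval of its ratio was -3.32 to -2.47. In fibroblast/FAP-like cells it was -4.80 to -2.86. Both intervals were apart from that of monocytes/macrophages, which argues against such a difference as the whole cause for Bcl2a1a too. Each day is 1 library and the barcode lists differ, so library chemistry may differ too, a library difference that acts on some cells only cannot be told apart from the day, and a change in the tissue between the days remains open and untested. UMIs shared between Bcl2a1a and its paralogs were not tested.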

How the results depend on the processing

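The alternatives for cell calling, quality limits, doublets, normalization, clustering, selection, naming, ambient RNA and pseudotime were set before the data were examined, and the one that counts the Plac8-led unnamed cluster was chosen after seeing the data.

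As reported, the share on day 3 minus that on day 1 was 7.33 percentage points for monocyte/macrophage-like cells, -18.43 for neutrophil-like cells, -15.30 for pro-inflammatory-like cells, 34.13 for Gpnmb+Spp1+-like cells, 17.41 for proliferating-like cells and 21.39 for IFNRM-like cells, while no subcluster was named monocytes. The direction held under every alternative that gave a value for all of these except monocyte/macrophage-like cells, whose difference changed sign with the call of cells. The differences that moved by more than their counting intervals follow, in percentage points, and the cause was not tested. When barcodes with at least 10% of the 99th percentile of UMIs were taken as cells, the difference was -17.54 for monocyte/macrophage-like cells, -5.30 for neutrophil-like cells, -8.26 for pro-inflammatory-like cells and 39.50 for Gpnmb+Spp1+-like cells. A mitochondrial limit of 5% gave -12.07 for neutrophil-like cells, -20.68 for pro-inflammatory-like cells and 40.22 for Gpnmb+Spp1+-like cells. A limit of 15% gave -21.71 for neutrophil-like cells, -10.36 for pro-inflammatory-like cells, -9.49 for monocytes and 42.12 for Gpnmb+Spp1+-like cells. With low quality read as fewer than 200 genes per 1000 UMIs, the difference was -20.41 for neutrophil-like cells, 10.15 for proliferating-like cells and 26.57 for IFNRM-like cells. Log-normalization in place of SCTransform gave -25.54 for neutrophil-like cells, -30.40 for pro-inflammatory-like cells and 39.10 for Gpnmb+Spp1+-like cells. With 20 PCs, the difference was -25.79 for neutrophil-like cells, -64.49 for pro-inflammatory-like cells, 39.38 for Gpnmb+Spp1+-like cells and 15.07 for IFNRM-like cells. At a resolution of 0.4, the difference was 10.41 for monocyte/macrophage-like cells, -25.31 for neutrophil-like cells, 0.99 for monocytes, 39.86 for Gpnmb+Spp1+-like cells, 14.09 for proliferating-like cells and 9.77 for IFNRM-like cells. At a resolution of 1.2, the difference was -16.23 for neutrophil-like cells and 40.65 for Gpnmb+Spp1+-like cells. With the naming markers and named genes kept among the variable features, the difference was 14.95 for monocyte/macrophage-like cells, -24.99 for neutrophil-like cells, -31.17 for pro-inflammatory-like cells and 39.59 for Gpnmb+Spp1+-like cells. Clustering each library on its own gave 23.73 for monocyte/macrophage-like cells, -27.47 for neutrophil-like cells, -52.40 for pro-inflammatory-like cells, 42.16 for Gpnmb+Spp1+-like cells, 22.30 for proliferating-like cells and 16.00 for IFNRM-like cells. With all cells of the monocyte/macrophage-like clusters in place of the selected cells, the difference was -66.79 for pro-inflammatory-like cells and 6.52 for IFNRM-like cells. With the Plac8-led unnamed cluster counted as monocyte/macrophage-like, an alternative chosen after seeing the data, the difference was 10.18 for monocyte/macrophage-like cells, -2.07 for monocytes and 17.48 for IFNRM-like cells. When each cell was named by its highest marker score, the difference was -67.59 for pro-inflammatory-like cells, 3.91 for monocytes and 9.67 for IFNRM-like cells.

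No subcluster was named pro-inflammatory-like with low quality read as the ratio of genes to UMIs, with doublets removed or at a resolution of 0.4, and none was named IFNRM-like with the other call of cells. A subcluster was named monocytes only with a mitochondrial limit of 15%, at a resolution of 0.4 and with the Plac8-led cluster counted.

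The difference of median pseudotime, pro-inflammatory-like minus Gpnmb+Spp1+-like cells, kept its sign under each alternative. From the root of day 1 it was -0.345, with 20 PCs -0.401, with each library on its own -0.204 and by the distance between centroids, which is on another scale, -16.76. From the root of day 3 the values were -0.219, -0.212, -0.191 and -11.78 in the same order.

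Of 77 named genes with a log2 ratio over all monocytes/macrophages, 70 had a counting interval on 1 side of 0, and 68 of these kept their sign under all 15 alternatives. Ly6c2 changed sign to -0.23 with the other call of cells. Cxcl10 changed sign to 0.017 with low quality read as the ratio, to 0.18 with log-normalization and to 0.20 without the selection of cells; the cause was not tested. Over all alternatives, 335 of 1155 log2 ratios, 3447 of 11154 levels in CPM and 789 of 1248 shares of cells with a UMI moved by more than their counting intervals. Groups of few cells, such as the 5 Gpnmb+Spp1+-like cells and the 1 proliferating-like cell of day 1, limit what can be said of their levels.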

Differences from the paper's values

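The paper's shares of monocytes/macrophages are over the paper's 960 cells of day 1 and 1323 of day 3 after integration with other samples, and those here over 1200 cells of day 1 and 932 of day 3, so no direction is drawn between them. The names here were rebuilt from lists of markers, so a difference in a share may come from the names. An alternative that is not named below did not come within 1.5 times the paper's value. The paper's share of monocytes was 9.375% on day 1 and 45.7294% on day 3, and here no subcluster took that name, giving 0 in both libraries. Of the alternatives set before the data were examined, a mitochondrial limit of 15%, with 11.8%, and the highest marker score of each cell, with 8.75%, came within 1.5 times the paper's value on day 1, and none did on day 3.

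For pro-inflammatory macrophages, the paper's shares were 87.3958% on day 1 and 2.3432% on day 3, and those here 27.0% and 11.7%. Alternatives within 1.5 times the paper's value on day 1 were 20 PCs, with 72.7%, all cells of the monocyte/macrophage-like clusters, with 73.8%, and the highest marker score of each cell, with 67.9%. On day 3 they were a mitochondrial limit of 15%, with 1.57%, and a resolution of 1.2, with 1.83%. Counting the unnamed subclusters closest to the pro-inflammatory list with the named ones gave 81.0% on day 1, also within 1.5 times. On day 3 this count gave 17.6%, which was not within 1.5 times.

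The paper's share of IFNRM cells was 0 on day 1 and 2.8723% on day 3, and here 2.75% and 24.1%. On day 1 clustering each library on its own and the other call of cells, by each of which no subcluster of that day took the name, closed the gap, and on day 3 no alternative did. For TLF+ macrophages, the paper's shares were 2.5% on day 1 and 0.5291% on day 3, and here no subcluster took the name, giving 0 in both. On day 1, 20 PCs gave 3.50%, and on day 3 a resolution of 1.2 gave 0.644% and keeping the naming markers and named genes among the variable features gave 0.713%, each within 1.5 times the paper's value. On day 3, counting the Plac8-led unnamed cluster as monocyte/macrophage-like, an alternative chosen after seeing the values, gave 0.706%, also within 1.5 times. The paper's share of MHCIIhi macrophages was 0.1042% on day 1 and 0.4535% on day 3, against 0 here in both for want of a subcluster of that name, and no alternative closed the gap. The paper's share of proliferating macrophages on day 1 was 0.2083%, and here 0.0833%, with log-normalization at 0.183% and 20 PCs at 0.167% within 1.5 times the paper's value.

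The paper states that Mrc1 and Tgfb1 rose in monocytes/macrophages between the days. Here the log2 ratios over all monocytes/macrophages were -0.51 and -0.23, but these pool subclusters whose shares differ between the days. Within IFNRM-like cells, whose make-up also differed between the days, the ratios were 0.97 and 0.30. Within Gpnmb+Spp1+-like cells, with 5 cells on day 1, they were -1.58 and -0.22. The paper states that Mrc1, Il4ra, Tgfb1 and Stat6 did not fall in the pro-inflammatory subcluster; here the log2 ratio lay below 0 by its counting interval for Mrc1 (-0.34), Il4ra (-0.70) and Tgfb1 (-0.22), and not for Stat6. These ratios compare groups of different make-up, as only 1 of the 109 pro-inflammatory-like cells of day 3 had its highest score for that list, and within the Hbb-bs-led and Ppbp-led subclusters the ratio of Mrc1 was 0.41 and 0.75, while that of Il4ra was not apart from 0 and that of Tgfb1 lay below 0 only in the Hbb-bs-led (-0.44). For monocytes, of which the paper states the same, Mrc1 was at 366 CPM in monocyte-scored cells of day 1 and 252 CPM in those of day 3. The paper places the pro-inflammatory subcluster farther from the monocytes than the Gpnmb+Spp1+ subcluster by pseudotime. Here its median was lower by pseudotime from both roots, with differences of -0.345 and -0.219. The paper places the IFNRM subcluster farther as well. Here its median was 0.258 against 0.526 from the root of day 1, where 12 of the 105 monocyte-scored cells lay in that subcluster. The root of day 3 is left out, since most of its monocyte-scored cells lay there. These orders are not like for like. The paper started from the cluster with the highest Ly6c2 after integration and used other methods. The roots here were monocyte-scored cells without batch correction, and the Plac8-led cluster, with more Ly6c2, lay outside the pseudotime.

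The paper ranks the IFNRM subcluster highest for Il10; here the Areg-led subcluster had 268 CPM on day 1 and 175 CPM on day 3, against 169 and 84.6 CPM in IFNRM-like cells, and the Vcam1-led subcluster was also above these on both days. It states that Cxcl10 was almost limited to that subcluster; here IFNRM-like cells had the highest level on day 1, but on day 3 the Areg-led subcluster had 304 and proliferating-like cells 158 CPM, against 192 CPM in IFNRM-like cells. It states that high Arg1 on day 1 was limited to monocytes and the pro-inflammatory subcluster; here the Vcam1-led subcluster, closest to the TLF+ list, had 1110.1 CPM, against 604 CPM in monocyte-scored cells. It ranks monocytes and the pro-inflammatory subcluster highest for Tnf. Here, of the day 1 groups, the Vcam1-led subcluster had 487 CPM, against 339 CPM in pro-inflammatory-like and 218 CPM in monocyte-scored cells. The Hbb-bs-led pro-inflammatory-like subcluster alone had 679 CPM. Of the 189 Vcam1-led cells of day 1, 59 scored highest for the pro-inflammatory list and 46 for the TLF+ list. The day 1 cells scoring highest for the TLF+ list had less Tnf than pro-inflammatory-like cells. The paper places Ccl2 far higher in monocytes and the pro-inflammatory subcluster than in others, especially on day 1. Here the Vcam1-led subcluster had 4560.2 CPM on that day, against 4375 CPM in pro-inflammatory-like and 4256 CPM in monocyte-scored cells. It limits high Ly6c2 to monocytes and the IFNRM subcluster. Here the S100a9-led subcluster, closest to the pro-inflammatory list, had 120.1 CPM on day 1, against 117 CPM in IFNRM-like cells. Of its 329 cells of day 1, 250 had their highest score for the pro-inflammatory list. On day 3 it had 213 CPM, against 247 CPM in IFNRM-like cells. Of its 39 cells of that day, 16 scored highest for monocytes and 2 for the pro-inflammatory list, so the day 3 value does not go against the paper.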

Other observations

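The comparisons with fibroblast/FAP-like and dendritic cell-like cells, with the Plac8-led cluster and the tests of doublet scores and of macrophage RNA in fibroblast/FAP-like cells were chosen after the results were seen.

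The 15 genes that the paper names for the pro-inflammatory subcluster all had lower levels on day 3 in monocytes/macrophages. The paper picked them from data that hold these libraries, for a subcluster mostly of day 1. A fall was thus largely built into the list and is no independent support for the paper. RNA of neutrophils made up a median of 1.08% of their day 1 level, and at most 5.17%, which argues against it as the source. A difference between the libraries that acts on every cell alike would give other cells the same ratios. In the Plac8-led unnamed cluster, with 223 cells of day 1 and 285 of day 3, the median log2 ratio of the 15 genes was -1.18, and the median difference, monocytes/macrophages minus that cluster, was -1.93 (95% CI over resampled cells -2.17 to -1.75). The counting intervals of 13 of the 15 genes, all but Arg1 and Ppbp, were apart, each with the lower ratio in monocytes/macrophages, which argues against such a difference as the whole cause. Fibroblast/FAP-like cells, which were mostly a Prg4-led cluster on day 1 and a Sfrp2-led cluster on day 3, had a median log2 ratio of -2.27, but this is not all a change of their own. At the ambient share estimated in monocytes/macrophages, ambient RNA would make up a median of 5.02% of the day 1 level of these genes there. That share was not estimated in fibroblast/FAP-like cells themselves, so this value cannot decide whether free RNA is the source. Macrophage RNA carried into these cells, free or in doublets, fits. Of the 10 naming markers of monocytes/macrophages, the day 1 fibroblast/FAP-like cells held a median of 7.60% of the level in monocyte/macrophage-like cells (from 6.92% to 10.3%), and at that share macrophage RNA would make up a median of 82.6% of the level of the 15 genes. It is not the whole cause for Cxcl3, Cxcl1, Ptgs2, Ier3, Ccl2 and Ccl7, for which it came to at most 83.2% of the fall, even at the highest share of a marker. Against dendritic cell-like cells, the median difference was only -0.34, and macrophage RNA in those cells was not tested. A difference between the libraries, whose chemistry may differ, that acts mainly on monocytes/macrophages and dendritic cell-like cells and a change of these cells between the days cannot be told apart, because each day is 1 library with its own barcode list.

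The S100a9-led subcluster could hold doublets of macrophages with neutrophils. In that case, its excess over the other day 1 subclusters would be the same share of the neutrophil-like level for each of the 8 neutrophil markers of at least 500 CPM. The shares ran from 0.420% for Retnlg to 5.80% for Trem1, with 3.47% for S100a8 and 1.69% for S100a9, which argues against such doublets as the whole cause. Its doublet scores were nevertheless higher: 33 of its 329 cells of day 1, or 10.0% (95% CI 7.01 to 13.8), were among the cells with the highest scores, against 29 of 871, or 3.33% (95% CI 2.24 to 4.75), in the other subclusters. Doublets with other cells are therefore a candidate explanation for part of it.

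On day 1, 33 cells were named IFNRM-like, but only 7 of them had their highest score for the IFNRM list, and when each library was clustered on its own or with the other call of cells, no subcluster of day 1 took the name. Ambient RNA made up 0.126% of the summed level of the 9 naming markers in these cells, which argues against it as the source of these markers. The sum was 523 CPM (95% CI 447 to 608), against 109.6 CPM (95% CI 104 to 115) in the other monocytes/macrophages of day 1.

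The limit of 7.5% mitochondrial UMIs was exceeded in 7.02% of the called cells on day 1 and 30.3% on day 3. In the Plac8-led unnamed cluster, 42 of 223 cells of day 1 and 59 of 285 cells of day 3 met the criteria for Adgre1, Fcgr1, Pdgfra and Ly6a. Xist had 0 UMIs in the monocytes/macrophages of either library, which allows up to 0.201 CPM on day 1 and 0.188 CPM on day 3. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were at 52.6, 62.8, 16.1 and 4.88 CPM on day 1 and at 54.2, 57.9, 13.8 and 7.26 CPM on day 3. For these values no explanation was tested.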
